# Direct aldosterone stimulation of skeletal muscle fibroblasts changes gene expression and differentially affects fibroblast functions from normal and diseased muscles

**DOI:** 10.3389/fphys.2026.1760238

**Published:** 2026-04-20

**Authors:** Chetan K. Gomatam, Swathy Krishna, Jeovanna Lowe, Esther Silver, Christoph Lepper, Jill A. Rafael-Fortney

**Keywords:** Duchenne muscular dystrophy, fibroblasts, fibrosis, *mdx*, mineralocorticoid receptor

## Abstract

**Introduction:**

Fibroblasts are critical for stabilizing skeletal muscle and facilitating wound healing after injury but become overactivated and lead to fibrotic replacement of muscle tissue in chronic degenerative diseases such as Duchenne muscular dystrophy (DMD). We have previously shown that the mineralocorticoid receptor (MR) is present in skeletal muscle and MR antagonist drugs reduce fibrosis and chronic inflammation in dystrophic mouse models. Indirect MR signaling from other cell types in the muscle microenvironment affects fibroblast gene expression and function. However, the direct effects of MR activation of skeletal muscle fibroblasts are unknown.

**Methods:**

To determine whether direct stimulation with the endogenous MR agonist aldosterone changes gene expression in skeletal muscle fibroblasts, we performed RNA sequencing comparing fibroblasts isolated from neonatal wild-type skeletal muscles treated with aldosterone or vehicle. To further investigate the effects of aldosterone treatment of fibroblasts in skeletal muscle health and disease, we then performed *in vitro* proliferation and migration assays on fibroblasts isolated from neonatal and adult wild-type and dystrophic muscles.

**Results:**

Treatment with aldosterone leads to differential expression of 492 genes in fibroblasts isolated from neonatal wild-type mouse muscles. Protein levels of differentially expressed genes Fkbp5, p57 and c-Fos were also increased by direct aldosterone stimulation of fibroblasts from both wild-type and dystrophic muscles. Surprisingly, cultured fibroblasts from both neonatal wild-type and dystrophic muscles retain a higher proliferation rate compared to adult muscle fibroblasts. Direct aldosterone treatment represses proliferation and slows scratch-wound closure kinetics only in fibroblasts isolated from adult dystrophic skeletal muscle.

**Discussion:**

This study shows that aldosterone treatment of skeletal muscle fibroblasts alters gene expression. However, fibroblasts from adult dystrophic muscle appear most sensitive to gene expression changes after short-term aldosterone treatment. These data suggest that MR signaling in the skeletal muscle microenvironment may differentially affect fibroblasts in wound healing and in chronic fibrotic diseases such as muscular dystrophies.

## Introduction

Fibroblasts are critical for effective wound healing in skeletal muscle. As the main extracellular matrix-producing cell type in the muscle microenvironment, they are responsible for scaffolding and stabilizing muscle after an acute injury to allow for satellite cell migration and muscle fiber regeneration (Klingler et al., 2012; Bentzinger et al., 2013; Tidball, 2017). Transient upregulation of extracellular matrix (ECM) components during regeneration after an acute injury does not typically result in permanent or prominent scar tissue.

In chronic muscle diseases such as Duchenne muscular dystrophy (DMD), however, muscle fiber membranes are prone to contraction-induced damage due to the lack of the dystrophin protein. Dystrophin normally recruits the dystrophin-glycoprotein complex to connect the actin cytoskeleton to laminin in the basement membrane and helps distribute contractile force (Ahn and Kunkel, 1993). Repeated cycles of muscle fiber degeneration and regeneration in the absence of dystrophin lead to overactivation of immune cells and fibroblasts that respond to injuries, causing chronic inflammation and fibrosis that eventually replaces healthy muscle tissue (Tidball et al., 2018; Tidball, 2017).

We have previously demonstrated that the mineralocorticoid receptor (MR) is a potential therapeutic target for dystrophic skeletal muscle (Rafael-Fortney et al., 2011; Chadwick et al., 2015; Lowe et al., 2016, 2020). While MR is canonically known as a regulator of blood pressure and electrolyte homeostasis, we have shown that it is present in skeletal muscle and that MR antagonism leads to beneficial effects such as decreased inflammatory signaling and fibrosis and increased muscle force in dystrophic mouse models (Delyani et al., 2001; Tamargo et al., 2014; Rafael-Fortney et al., 2011; Chadwick et al., 2015; Lowe et al., 2016, 2020). The MR antagonist (MRA) spironolactone also increases membrane stability through a mechanism independent of myofiber MR (Chadwick et al., 2017a; Hauck et al., 2019b). MRAs have also been shown to improve cardiomyopathy in DMD patients and have become a recommended standard-of-care (Raman et al., 2017, 2015, 2019; Buddhe et al., 2018; Haddad et al., 2023).

Infiltrating immune cells, transiently present in wild-type muscles after an acute injury and chronically present in dystrophic muscles, express Cyp11b2 (aldosterone synthase) and produce high local levels of the canonical MR agonist aldosterone within damaged muscles (Chadwick et al., 2016; Hauck et al., 2019a). Aldosterone binding translocates MR to the nucleus where it acts as a transcription factor for many profibrotic and pro-inflammatory genes (Viengchareun et al., 2007). Dystrophic muscles become increasingly aldosterone selective by producing 11β-HSD2 that inactivates the high levels of circulating cortisol/corticosterone that can also activate MR (Chadwick et al., 2016).

Using cell-specific knockouts of MR in the dystrophin-deficient *mdx* mouse model of DMD, we have also shown that MR signaling in myofibers and myeloid immune cells differentially affect fibrosis (Hauck et al., 2019b; Howard et al., 2022b; Gomatam et al., 2024). We have recently demonstrated that secreted factors from MR stimulated differentiated cultured muscle fibers (myotubes) alter gene expression of muscle fibroblasts (Krishna et al., 2025). These data show that MR signaling in other cell types in the skeletal muscle microenvironment indirectly affect fibroblast gene expression and function. However, the direct effects of MR signaling on muscle fibroblast gene expression and function have not yet been explored. It is known that treatment of cardiac and renal fibroblasts with aldosterone increases fibroblast gene expression, migration, proliferation, and extracellular matrix production, and that MRA treatment inhibits these direct effects (Somanna et al., 2015; Stockand and Meszaros, 2003; Huang et al., 2012).

In the current study, we tested whether direct treatment of fibroblasts with aldosterone altered gene expression in neonatal mouse skeletal muscle fibroblasts. We then tested the effects of aldosterone on fibroblast proliferation and migration in neonatal and adult wild-type and *mdx* fibroblasts to determine whether direct MR stimulation differentially affects muscle fibroblasts in health and disease. Our data demonstrate that MR signaling directly impacts skeletal muscle fibroblast transcriptome and function. Understanding the direct role of MR signaling in fibroblasts and the subsequent impact on fibroblast functions is crucial for developing therapies for skeletal muscle diseases that do not compromise normal fibroblast-mediated wound healing. Of note, fibroblasts in our study were isolated based on their ability to adhere to a substrate and have been shown to be equivalent to the cell type also known as fibroadipogenic progenitors (FAPs) from skeletal muscle (Contreras et al., 2019). Fibroblast populations isolated from *mdx* and wild-type skeletal muscle based on substrate adherence have been shown to be 80-85% positive for the fibroblast marker PDGFRα (Contreras et al., 2019). The passage 2 cells used in the current study further enrich for fibroblasts. We will subsequently refer to these adherence-enriched fibroblasts/FAPs as “fibroblasts” for consistency.

## Materials and methods

### Animals

All mouse protocols were approved by the Institutional Animal Care and Use Committee of the Ohio State University, comply with all laws of the United States of America, and conform to the National Institutes of Health Guide for the Care and Use of Laboratory Animals. C57BL/10 (C57) wild-type and *mdx* mice were bred in house as separate mouse lines.

### Fibroblast isolation

Fibroblasts were isolated from the hindlimb muscles of three-day-old C57 wild-type neonatal mice. The hindlimbs were dissected, skinned, rinsed in ice-cold 1X Dulbecco’s Phosphate Buffered Saline without calcium and magnesium (DPBS) (Life Technologies/Gibco, Waltham, MA, USA, 14190-144), and digested with 5 ml of digestion buffer consisting of 0.1% Type II collagenase (Sigma-Aldrich, St. Louis, MO, USA, C6885-500MG), 0.1% BSA (Fisher Scientific, Pittsburgh, PA, USA, BP1605-100), and 0.1% DNase I (RQ1; Promega, Madison, WI, USA, M610A) diluted in DPBS (Life Technologies/Gibco, Waltham, MA, USA, 14190-144) for 45 minutes in a 37 °C water bath, with trituration using a fetal bovine serum (FBS)-coated pipette every 15 minutes. When only bone remained, the digestion solution was neutralized with 3 ml of fibroblast growth media [DMEM (Thermo Fisher Scientific, Waltham, MA, USA, 11995-065), 10% FBS (Atlanta Biologicals [now R&D Systems], Minneapolis, MN, USA, S11150), and 1% penicillin-streptomycin (Life Technologies/Gibco, Waltham, MA, USA, 15140-122)], and the muscle suspensions were filtered through 70-micron filters (Fisher Scientific, Pittsburgh, PA, USA, 22-363-548). The filters were rinsed with an additional 2 ml of fibroblast growth media before the suspensions were filtered through 40-micron filters (Fisher Scientific, Pittsburgh, PA, USA, 22-363-547) and centrifuged at 1000 RPM at RT for 10 minutes. Cell pellets were resuspended in 1 ml of fibroblast growth media, then adherence purified via plating on a 10 cm tissue culture-treated plate (CytoOne Dishes, USA Scientific, Ocala, FL, USA, CC7682-3394) for 2 hours to enrich for fibroblasts. Cells were lifted with 2 ml of 1x Trypsin/EDTA (Sigma-Aldrich, St. Louis, MO, USA, 5428C-500ml) and neutralized with 3 ml of fibroblast growth media; then centrifuged at 1000 RPM for 10 minutes at room temperature. Afterwards, the adherence-purified fibroblasts were resuspended in 2 ml of fibroblast growth media and cell counted with trypan blue (Sigma-Aldrich, St. Louis, MO, USA, T8154-20ml) exclusion using a hemocytometer. Fibroblasts were plated on tissue culture-treated plates and allowed to replicate for several days before collecting and freezing down at a concentration of 277,500 cells/ml.

### Fibroblast treatment

Fibroblasts were thawed and cultured at 37° C and 5% CO2 in fibroblast growth media for 3 days in 10 cm tissue culture-treated plates. For 24 hours before treatment, the fibroblasts were cultured in fibroblast growth media containing FBS stripped by activated charcoal (Sigma-Aldrich, St. Louis, MO, USA, 05105-250G) to remove endogenous steroids. The fibroblasts were then pooled for each mouse and re-plated in new 10 cm tissue culture-treated plates for treatment in fibroblast growth media with charcoal-stripped FBS. Four plates each with 300,000 fibroblasts were treated with either aldosterone (final concentration of 1 μM) (Sigma-Aldrich, St. Louis, MO, USA, A9477-5MG), spironolactone (final concentration of 1 μM) (Sigma-Aldrich, St. Louis, MO, USA, S3378-5G), or vehicle (DMSO, Sigma-Aldrich, St. Louis, MO, USA, D2650-100ml) for 48 hours. Though 1 µM is higher than the average physiological level of aldosterone in skeletal muscle, this dose has been used in previous studies in different cell types, including cardiomyocytes and cardiac fibroblasts, to elicit maximal gene expression and protein level changes of profibrotic and proinflammatory genes of interest with short-term treatment (Somanna et al., 2015; Mummidi et al., 2016). Additionally, local production of aldosterone in diseased cardiac muscle and in dystrophic skeletal muscle by Cyp11B2 from infiltrating myeloid cells can reach similar levels, so this dosage is close to pathophysiological levels of aldosterone (Maron et al., 2016; Mummidi et al., 2016; Chadwick et al., 2016). Spironolactone has been used at various concentrations to treat different cell types *in vitro*, ranging from less than 1 µM to 50 µM (Williams et al., 2006; Kemp et al., 2019; Gold et al., 2019). For the sake of consistency with aldosterone dosage, and since spironolactone served as a control in our experiments for the ability of charcoal-stripped serum to remove endogenous steroids, we used 1 µM as the concentration of spironolactone. 10 mM stock solutions of aldosterone and spironolactone in DMSO were made by adding 3.60 mg (0.01 mmol) of aldosterone (MW: 360.44 g/mol) and 4.20 mg (0.01 mmol) of spironolactone (416.57 g/mol) to 1 ml of 100% DMSO, respectively. One μl of either 10 mM aldosterone in DMSO, 10 mM spironolactone in DMSO, or 100% DMSO as the vehicle was added to 10 ml of media in each 10 cm plate for final aldosterone and spironolactone concentrations of 1 μM and final DMSO concentrations of 0.01% v/v.

### RNA isolation and bulk RNA sequencing

After treatment, the fibroblasts were washed with warm DPBS, lysed directly in the plates with 1 ml TRIzol reagent (Invitrogen, Waltham, MA, USA, 15596026) and detached from the plates using a cell scraper (CytoOne Dishes, USA Scientific, Ocala, FL, USA, CC7600-0320). RNA was isolated and purified from each sample (n=4 per group) using the Direct-zol RNA microprep kit (Zymo Research, Irvine, CA, USA, R2060) according to manufacturer instructions. RNA purity and integrity were verified using a NanoDrop 2000c spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and an Agilent 5400 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). All samples had RNA Integrity Numbers from 8.2-9.6. RNA samples from each of the 4 aldosterone-, 4 vehicle- and 4 spironolactone-treated fibroblast samples were prepared at a concentration of 50 ng/μl and shipped to Novogene Co., Ltd. (Davis, CA), for additional quality control, library preparation, and sequencing. Briefly, libraries were prepared using polyA enrichment, checked with Qubit and real-time PCR for quantification and on an Agilent bioanalyzer for size distribution detection. Sequencing was then performed using the Illumina NovaSeq X Plus platform. Alignment was performed using HISAT2, and the reference genome used was mm9 (NCBI RefSeq assembly: GCF_000001635.18). Differential expression analysis was performed using DESeq2 in Novogene’s NovoMagic software with significance established at |log_2_ fold change| ≥ 1 and p_adj_ ≤ 0.05 using Benjamini-Hochberg FDR correction. Novomagic was also used to perform heatmap and dot plot generation. To further understand the overall contribution of various genes to fibroblast function, we performed Gene Set Enrichment Analysis (GSEA) v4.4.0 (Subramanian et al., 2005; Mootha et al., 2003). The gene counts obtained from NovoMagic were used for the analyses with default parameters. Terms with FDR (q-value) < 0.1 and normalized enrichment score (NES) > 1.6 were designated as significantly enriched. These significantly enriched terms were further consolidated using an R package, GOSemSim (Yu et al., 2010; Yu, 2020), that performed a semantic similarity analysis. Hierarchical clustering of the terms was performed (**Supplementary Figure 1**), and a cut-off of h = 0.7 was used for consolidating the terms. All sequencing data have been deposited to the NIH NCBI Gene Expression Omnibus (accession no. GSE297237).

### Western blots

Western blots were performed to test protein levels for representative genes identified as differentially expressed by RNA sequencing. Protein was isolated from passage 2 cultured fibroblasts isolated from hindlimb muscle of neonatal C57 wild-type (n = 3; 2 M, 1 F) and *mdx* (n = 3; 2 M, 1 F) mice and treated with either aldosterone (1 µM) or vehicle, as above or with TGF-β1 (10 ng/ml) (Bon-Opus Biosciences, Milburn, NJ, USA, CA59) for 48 hours. Protein was also isolated from passage 2 cultured fibroblasts isolated from quadriceps muscle of adult C57 wild-type (n = 3; 2 M, 1 F) and *mdx* (n = 3; 2 M, 1 F) mice and treated with either aldosterone (1 µM) or vehicle for 48 hours as above. Protein isolated from flash-frozen quadriceps from adult (8-week-old) C57 and *mdx* mice was used to test antibodies and to test association of differential expression with disease. Protein was resuspended in either Newcastle buffer (4M Urea, 3.8% SDS, 75 mM Tris pH 6.8, 20% glycerol) (for Fkbp5) or cellular extract (CE) buffer (10 mM HEPES pH 7.6, 60 mM potassium chloride, 1 mM EDTA, 0.25% Tergitol-type NP-40 (for c-Fos and p57 Kip2) as previously described (Chadwick et al., 2015). 10 µg of neonatal and adult fibroblast protein and 100 µg of adult protein from quadriceps were run on 10% SDS-PAGE and transferred to nitrocellulose membranes. Ponceau S reagent (Sigma-Aldrich, St. Louis, MO, USA, P7170-1L) was used to stain total protein before antibody probing and was used as a normalization control. Aldosterone treatment affects expression of housekeeping proteins such as GAPDH, so these proteins were not viable as controls. Membranes were incubated in rabbit primary antibodies against FK506-binding protein 51 (Fkbp5, 1:1000) (Invitrogen, Waltham, MA, USA, 702260), p57 Kip2 (p57, 1:500) (Invitrogen, Waltham, MA, USA, MA5-56534), and c-Fos (0.2 µg/ml) (Developmental Studies Hybridoma Bank, University of Iowa, Iowa City, IA, USA, CPTC-FOS-1-S deposited by Clinical Proteomics Technologies for Cancer). Horseradish peroxidase (HRP)-conjugated goat anti-rabbit (1:10,000) (Jackson ImmunoResearch Labs, West Grove, PA, 111-035-144) was used as secondary antibody for Fkbp5 and p57, and HRP-goat anti-mouse (1:10,000) (Jackson ImmunoResearch Labs, West Grove, PA, 115-035-146) was used as secondary antibody for c-Fos. Secondary antibodies were detected using an ECL2 kit (Pierce Biotechnology, Inc., Waltham, MA, USA, 80196) followed by exposure using the Chemidoc MP Imaging system (Bio-Rad Laboratories, Hercules, CA).

Quantification was performed using the ImageLab software (Bio-Rad Laboratories, Hercules, CA). Total protein staining was used as a normalization control for all proteins. Briefly, the Lane tool was used to quantify the total protein present in each lane in arbitrary units. The Band tool was used to quantify individual bands of the protein of interest. The values obtained for the proteins of interest were then divided by their corresponding total protein values to normalize the protein quantification.

### EdU proliferation assay

EdU proliferation assays were performed with fibroblasts isolated from quadriceps (adult) or hindlimb (neonatal) skeletal muscle from adult (9-week-old) C57 wild-type mice (n= 3; 1 M, 2 F), adult (9-week-old) *mdx* mice (n = 4; 2 M, 2 F), neonatal (4 days postnatal) C57 wild-type mice (n = 3), and neonatal (2 days postnatal) *mdx* mice (n = 3). Primary fibroblasts were cultured with fibroblast growth media in tissue culture plates as described above until passage 2. Twenty-four hours before treatment, the fibroblasts were incubated at 37 °C and 5% CO_2_ in fibroblast growth media containing 10% charcoal-stripped FBS to remove endogenous steroids. Fibroblasts were then plated with the charcoal-stripped media in 4-well glass chamber slides (Nunc Lab-Tek II chamber slides, Thermo Fisher Scientific, Waltham, MA, USA, 154526) at 10,000 cells/well for treatment. The fibroblasts were treated for 48 hours at 37 °C and 5% CO_2_ with 1 μM aldosterone, 1 μM spironolactone, or vehicle (DMSO) in 500 µl of growth media with charcoal-stripped serum as above. Treatment with 10 ng/ml TGF-β1 (Bon-Opus Biosciences, Milburn, NJ, USA, CA59) served as a positive control, and three wells were used as no-cell controls to ensure that there was no contamination in the media.

The following components were used from the Click-iT EdU Alexa Fluor 647 Imaging Kit (Invitrogen, Waltham, MA, USA, C10340): EdU (5-ethynyl-2’-deoxyuridine), Alexa Fluor 647 azide (sulfo-cyanine 5 azide), and CuSO_4_. After 48 hours, the treatments were removed from the fibroblasts and replaced with fibroblast growth media with charcoal-stripped serum containing 10 μM EdU and incubated for 2 hours at 37 °C and 5% CO_2_. The fibroblasts were then fixed for 10 minutes at room temperature (RT) by adding 500 μl of 4% paraformaldehyde (PFA) (Sigma-Aldrich, St. Louis, MO, USA, P6148-500G) directly to the media for a final concentration of 2% PFA. The PFA was removed, and the fibroblasts were washed 3 x 5–10 minutes with DPBS (Life Technologies/Gibco, Waltham, MA, USA, 14190-144). The fibroblasts were then permeabilized at RT for 5 minutes using 0.5% Triton X (Bio-Rad Laboratories, Hercules, CA, 1610407) in DPBS to facilitate EdU detection. Fibroblasts were then washed once with DPBS for 5–10 minutes before the detection step.

For each ml of EdU detection solution, the following reagents were added in order: 2 μl sulfo-cyanine 5 azide (2 mM, 500X), 658 μl autoclaved Millipore water, 100 μl Tris-buffered saline (1 M, pH 7.6), 40 μl CuSO_4_ (100 mM), and 200 μl sodium ascorbate (500 mM, 5X, 99 mg/ml). The sodium ascorbate was made fresh by dissolving 99 mg of L-ascorbic acid sodium salt powder (Thermo Scientific, Waltham, MA, USA, 352680050) in 1 ml of autoclaved Millipore water. 100 μl of EdU detection solution were added to each well, and the chamber slides were incubated in the dark at RT for 30 minutes. The fibroblasts were then washed 3 x 5–10 minutes with DPBS, the chambers were removed from the slides, and the slides were cover-slipped with DAPI (1 μg/ml) (Sigma-Aldrich, St. Louis, MO, USA, D9564-10MG) in Vectashield (Vector Laboratories, Inc., Newark, CA, USA, H-1000) as the mounting media. The slides were imaged using a Nikon NiE microscope and the number of EdU-positive fibroblasts were quantified using Nikon NIS-Elements Basic Research software.

### Scratch migration assay

Scratch migrations assays were performed using passage 2 fibroblasts isolated from quadriceps (adult) or hindlimb (neonatal) skeletal muscle from adult (8-week-old) C57 wild-type mice (n= 4; 2 M, 2 F), adult (8-week-old) *mdx* mice (n = 4; 2 M, 2 F), neonatal C57 wild-type mice (n = 4; 2 M, 2 F), and neonatal *mdx* mice (n = 4; 2 M, 2 F). 48 hours before treatment, fibroblasts were trypsinized and counted, and either 100,000 (neonatal) or 200,000 (adult) fibroblasts were plated into each well of a 12-well plate. Twenty-four hours before treatment, the fibroblasts were incubated at 37 °C and 5% CO_2_ in fibroblast growth media containing 10% charcoal-stripped fetal bovine serum (FBS). Fibroblasts were pre-treated for 24 hours with either aldosterone (1 μM), vehicle (DMSO), or 10 ng/ml TGF-β1 as a positive control. One well of the 12-well plate did not have cells, serving as a no-cell control to account for possible contamination of the media. One well containing cells was used as a no-treatment, no-scratch control.

After 24 hours of pre-treatment when the fibroblasts were 80–90 percent confluent, the fibroblasts were starved for 2 hours at 37 °C and 5% CO_2_ using serum-free media containing DMEM and 1% penicillin-streptomycin. After 2 hours, the fibroblasts were scratched using a 200 μl pipette tip to create a wound. The fibroblasts were then washed with warm sterile DPBS to remove dead cells and debris, and fresh charcoal-stripped media and treatments were added. The scratch wounds were then imaged using an Agilent Biotek Cytation 1 Multimode Plate Reader (Agilent Technologies, Santa Clara, CA, USA, CYT1VSN) every 12 hours for a period of 72 (neonatal) or 96 (adult) hours, at which time the wounds were mostly filled by migrating fibroblasts.

Wound area was quantified at each timepoint using ImageJ/Fiji^®^. The borders of the wounds were outlined using the tracing tool in ImageJ, and the wound area was measured using the updated wound healing size tool plug-in (Suarez-Arnedo et al., 2020). Average healing speed (μm^2^/h) was measured as the change in wound area at each timepoint relative to the 0h timepoint. Percent wound closure was measured as the percentage of the original wound area remaining at each timepoint relative to the wound area at the 0h timepoint, which was designated as 100% for each sample. Relative wound area was measured as the ratio of wound area at each timepoint relative to wound area at 0h.

### Statistical analysis

For the bulk RNA sequencing, Novogene used DESeq2 with p_adj_ ≤ 0.05 and |log_2_ fold change| ≥ 1 to determine significantly different gene expression. For the western blots, ratio paired t-tests were used to determine differences in protein expression, with *P* ≤ 0.05 considered significant. These t-tests were used to compare differences in protein level between paired fibroblast samples that were isolated from the same mice and treated with either aldosterone or vehicle. For the EdU proliferation assay, unpaired Student’s t-tests were used to determine differences in proliferation for vehicle- and aldosterone-treated fibroblasts within each genotype/age group (C57 neonatal, C57 adult, *mdx* neonatal, *mdx* adult), and unpaired Student’s t-tests were used to determine differences in proliferation between neonatal and adult samples grouped within each genotype, with *P* ≤ 0.05 considered significant. For each scratch migration assay, two-way repeated-measures ANOVA was used with Tukey’s multiple comparisons test to compare differences in average healing speed, percent wound closure, and relative wound area, with *P* ≤ 0.05 considered significant. Statistical analyses for western blots, proliferation and migration assays were performed using GraphPad Prism (GraphPad, San Diego, CA, USA).

## Results

### Direct aldosterone treatment induces gene expression changes in fibroblasts isolated from neonatal wild-type skeletal muscles

Since the effects of direct aldosterone treatment on skeletal muscle fibroblast function and behavior are not known, we performed bulk RNA sequencing of naïve, neonatal fibroblasts isolated from C57BL/10 wild-type (C57) hindlimb skeletal muscles. Fibroblasts were treated at passage 2 with either the MR agonist aldosterone, the MR antagonist spironolactone, or vehicle for 48 hours and then RNA was isolated for differential gene expression analysis via deep sequencing. 

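RNA from 12 plates of these fibroblasts was sequenced, 4 treated with 1 µM aldosterone, 4 with 1 µM spironolactone and 4 with vehicle, all in 0.01% DMSO. The methods give n = 4 per group, while the sample labels give 2 mice and 2 replicate plates per mouse and treatment. Each library carries a sample number, 1 or 2, and a biological replicate number, 1 or 2, and the labels do not say which of them is the mouse. Libraries are counted as n = 4 per group, as in the paper. The libraries were prepared by poly(A) enrichment, and the authors aligned the reads with HISAT2 to mm9, as the methods state. The text of the paper and the labels do not name the read counter or say whether it used the strand. The authors deposited a table for each pair of treatments, holding each library's gene counts divided by a size factor for that library, together with the results of DESeq2. All values (100%) in the columns used to recover reads were whole multiples of a single step per library, which gave the reads behind each value. Each library is in 2 tables, and where its reads could be recovered from both they were the same, with 0 differing genes, while 2 libraries could be recovered from 1 table only. Between 19136812 and 30219075 reads per library were counted on genes, with a median of 25826216 in the aldosterone group, 23023786 in the spironolactone group and 22966096 in the vehicle group. Reads per library did not differ from the vehicle group with aldosterone (two-sided exact permutation test, p = 0.543) or with spironolactone (p = 0.657, same exact test). The 3 tables held 27319 genes for aldosterone and vehicle, 27631 for aldosterone and spironolactone and 27598 for spironolactone and vehicle. Because the tables hold normalized counts, each pair of treatments was tested with limma on log2(normalized count + 1) for every gene in its table, with treatment as the only factor. Genes were called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. Fold changes on this scale understate the change of genes with low counts. Deviations of the libraries from their group means were compared across genes, which are not independent replicates. Libraries of different treatments with the same sample number deviated together (mean Pearson's r = 0.207 over 24 pairs, from 0.12 to 0.277). The mean r of those with different sample numbers was -0.207, which follows from the first value, since deviations from a group mean sum to 0. For libraries with the same biological replicate number, the mean r was -0.00484. Results with the sample number as a replicate block are therefore given beside those without it. The positions in the tables are not those of mm9, as 37 of 19916 genes had the same start, 30 of them mitochondrial. Gene positions are given from the NCBIM37 (mm9) annotation, matched by Ensembl identifier.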

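In the comparison of aldosterone with vehicle, 382 of 27319 genes were higher and 182 were lower by limma at the thresholds of the paper, and 2847 genes had an adjusted p of at most 0.05 at any fold change. With the sample number as a replicate block, whose same-numbered libraries had a mean r of 0.207, limma called 435 genes higher and 261 lower, and 4563 at any fold change. These included all 382 and 182 genes called without the block. With a correction for gene length in the same fit as the block, a choice made after seeing the data, 417 were higher and 297 lower. The median log2 fold change was 1.70 in the genes called higher and -1.51 in those called lower. Every aldosterone library was above every vehicle library in 369 of the 382 genes, and below every vehicle library in 173 of the 182 genes. Chance gives 1.4% of unselected genes in each direction, but these genes were called on the same libraries, so the shares show no stability. In 79 of the genes called higher, each vehicle library had 3 reads or fewer, so the size of their fold changes depends on the value added to each count. Protein-coding genes made up 324 of the genes called higher and 138 of those called lower. All 24 genes read from the labels of Figure 1B passed both thresholds, 17 of them higher and 7 lower, with log2 fold changes between -3.03 and 6.67. Among genes with a mean of at least 10 normalized counts and no overlap between the groups, the 5 largest increases were in *Serpina3m*, *Hif3a*, *Zbtb16*, *Fam107a* and *Gm45397*, and the 5 largest decreases in *Cxcl15*, *F13a1*, *Gm43489*, *Tph2* and *Gjb2*. Of these, the adjusted p of *Cxcl15* from limma reached 0.17 and that of *Gm43489* reached 0.0535 when 1 library was left out. Of 16 alternatives run for each gene, an adjusted p of at most 0.05 was kept in 9 for *Cxcl15* and in 15 for *Gm43489*. When each of the 8 libraries was left out in turn, between 321 and 363 genes were called higher and between 116 and 162 lower. The counts moved most when only the libraries of sample number 1 were used, 2 per group, with 15 genes higher and 2 lower. With DESeq2 on the recovered reads, 341 genes were higher and 151 lower, of which 324 and 129 were also called by limma. With edgeR's quasi-likelihood test on the recovered reads, also chosen after seeing the data, 322 genes were higher and 146 lower among 15416 tested.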

Aldosterone compared to vehicle treatment led to increased expression of 341 genes and reduced expression of 151 genes (p_adj_ ≤ 0.05, |log_2_ fold change| ≥ 1), demonstrating that fibroblast MR signaling directly affects skeletal muscle fibroblast gene expression (**Figures 1A, B**). 

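*Gsn* (ENSMUSG00000026879), on chromosome 2 of NCBIM37 from 35111927 to 35163420, had 80768 ± 5661 normalized counts (SD, n = 4) with aldosterone and 24574 ± 1230 with vehicle. Its log2 fold change was 1.72, with a standard error of 0.068 and an adjusted p of 5.82e-11 from limma. *Per1* (ENSMUSG00000020893), on chromosome 11 from 68908719 to 68923462, had a log2 fold change of 1.83 (standard error 0.058, adjusted p = 3.34e-12 from limma), from 583 ± 18.7 normalized counts with vehicle to 2072 ± 82.1 with aldosterone. *Serpina3n* (ENSMUSG00000021091), on chromosome 12 from 105644939 to 105652539, rose by 3.78 (standard error 0.076, adjusted p = 6.48e-15 from limma), from 362 ± 9.24 to 5024 ± 609 normalized counts. *Serpina3m* (ENSMUSG00000079012), on the same chromosome from 105625374 to 105632467, was listed at 0 in every vehicle library and at 288 ± 29.8 normalized counts with aldosterone, which was at least 93.5-fold higher (log2 fold change 8.17, adjusted p = 3.2e-11 from limma). *Serpina3m* and *Serpina3n* are neighboring members of a gene family, and how the counting divided reads between them is not stated, so their separate values are uncertain. *Timp4* (ENSMUSG00000030317), on chromosome 6 from 115195634 to 115201867, had a log2 fold change of 4.55 (standard error 0.307, adjusted p = 3.41e-08 from limma), from 4.27 ± 1.57 to 119 ± 16.7 normalized counts. *Hif3a* (ENSMUSG00000004328), on chromosome 7 from 17616856 to 17647776, had a log2 fold change of 7.44 (standard error 0.462, adjusted p = 1.29e-08 from limma), from 3.29 ± 3.7 to 549 ± 20.9 normalized counts, and a vehicle library at 0. For each of these genes, every aldosterone library was above every vehicle library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). This test counts 2 plates of a mouse as separate libraries. Splits with 2 libraries of each sample number per group number only 18, so their share cannot go under 0.05. With the sample number as a replicate block, the adjusted p from limma was at most 5.54e-13, that of *Timp4*. The alternatives run for single genes were other tests, filters, scalings and the block, and leaving out each library, but not single sample numbers, summed libraries or correlated plates, and over them the highest adjusted p of these genes was 0.00102, for *Hif3a*. From the genes raised and lowered, the paper concludes in its results that MR signaling in fibroblasts acts directly on their gene expression. Its discussion says only that this may be so. It adds that treatment with aldosterone and MR antagonists together is still needed to settle whether MR drives the changes.

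**Figure D1:**
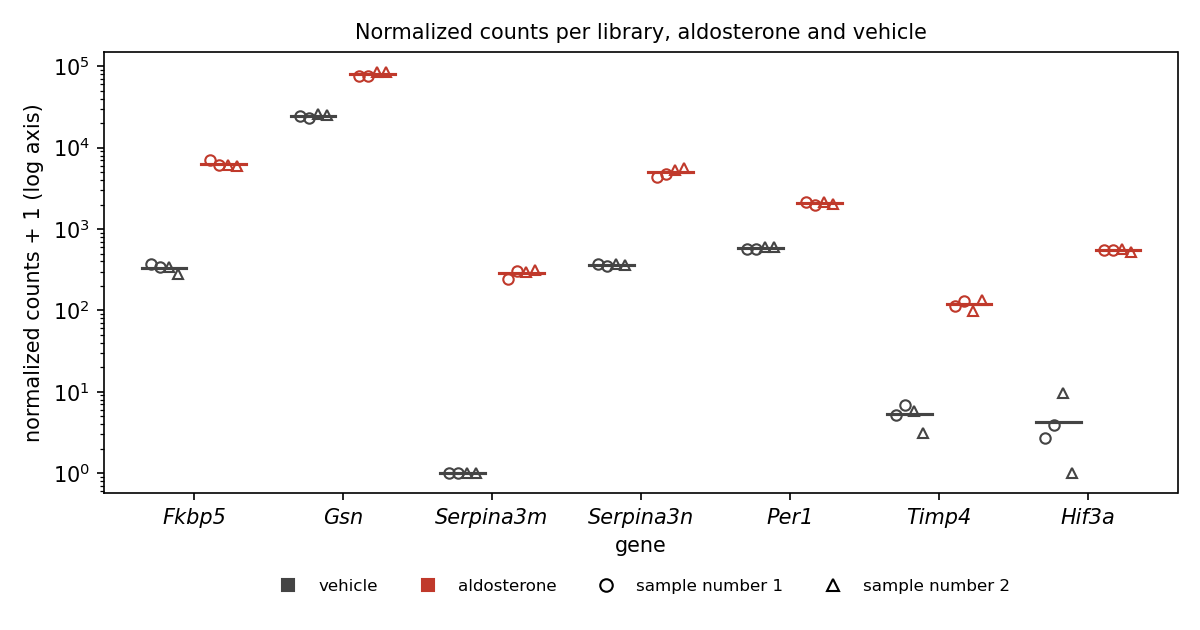
Normalized counts plus 1, on a log axis, of 7 genes in the 4 vehicle libraries (grey) and the 4 aldosterone libraries (red), with circles for sample number 1, triangles for sample number 2 and a line at each mean. In every gene the 4 aldosterone libraries lie above the 4 vehicle libraries, and *Serpina3m* is at 0 counts in all vehicle libraries.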

Some of the greatest-fold-change physiologically relevant genes increased by aldosterone treatment include: *FK506-binding protein 51* (*Fkbp5*); *gelsolin* (*Gsn*); *serine peptidase inhibitor, clade A, member 3M* (*Serpina3m*); *serine peptidase inhibitor, clade A, member 3N* (*Serpina3n*); *period circadian clock 1* (*Per1*); *tissue inhibitor of metalloproteinase 4* (*Timp4*); and *hypoxia inducible factor 3 subunit alpha* (*Hif3a*) (**Supplementary Table 1**). These genes were considered physiologically relevant because of their previously documented roles in skeletal muscle physiology and pathophysiology. As expected, given that the spironolactone- and vehicle-treated samples clustered together in the principal component analysis (PCA) plot (**Figure 1C**), spironolactone treatment did not result in any gene expression changes compared to vehicle. 

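Between spironolactone and vehicle, 0 of 27598 genes passed both thresholds by limma, and 1251 genes had an unadjusted p under 0.05. The count was 0 as well when each of the 8 libraries was left out in turn. DESeq2 on the recovered reads called 0 genes at both thresholds and 13 at an adjusted p of at most 0.05 without the fold change threshold, the same number as in the authors' deposited results. When the sample number was a replicate block, limma called 0 genes higher and 2 lower at both thresholds, and 97 genes at any fold change. The 2 genes, named after their values were seen, were *Spata25* and *Gm14794*, with mean values of 4.11 and 3.2 normalized counts. When gene length was corrected in the same fit as the block, a choice made after seeing the data, 3 genes were lower, these and *Gm10123*. Among the named genes, *Mt1* had the smallest adjusted p. *Mt1*, on chromosome 8 of NCBIM37 from 96702989 to 96704225, was higher in every spironolactone library than in every vehicle library, by 0.35 on the log2 scale (standard error 0.059). Its adjusted p was 0.135 from limma without the block and 9.81e-05 with it, and between 0.501 and 0.921 when a library was left out. Principal components were computed on log2 CPM of 15706 genes in all 12 libraries, with edgeR's TMM normalization of the recovered reads and a prior count of 2. The first component held 38.7% of the variance and the second 16.5%. On the first component the aldosterone libraries lay between 34.8 and 36.2, the spironolactone libraries between -17.2 and -15.9 and the vehicle libraries between -19.5 and -17.9. The mean score of the aldosterone group was 54.2 above that of the vehicle group, and that of the spironolactone group was 2.04 above it, with an SD of 0.864 among vehicle libraries. Both differences separated all libraries of the groups (two-sided exact permutation test, p = 0.0286 for each). The spironolactone difference was 3.76% of the aldosterone difference, and moved most, to 9.93%, with genes scaled to unit variance (exact p = 0.0286). It was 1.81% with the 500 most variable genes, where the exact p was 0.0857. On the second component, the libraries of sample number 1 lay between -19.4 and -14.5 and those of sample number 2 between 12.6 and 17.8 (two-sided exact permutation test, p = 0.00216).

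**Figure D2:**
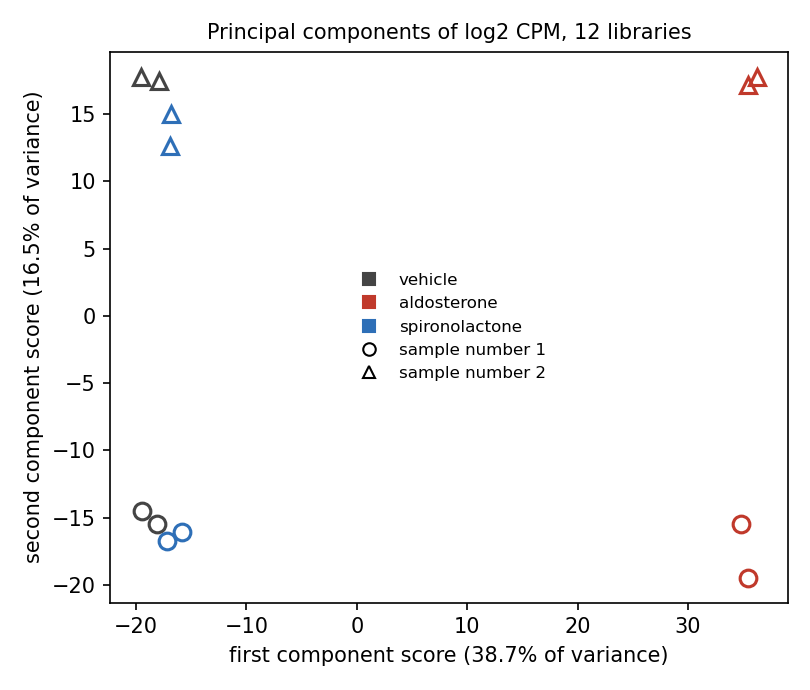
Scores of the 12 libraries on the first and second principal components of log2 CPM, with the share of variance on each axis, colored by treatment, with circles for sample number 1 and triangles for sample number 2. The aldosterone libraries lie apart on the first component, at 34.8 or more, and the sample numbers lie apart on the second.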

Since charcoal-stripping of the serum used to make the culture media removes all endogenous steroids including aldosterone and corticosterone/cortisol that could activate MR, spironolactone treatment was utilized as a control for endogenous steroid removal.

**Figure 1:**
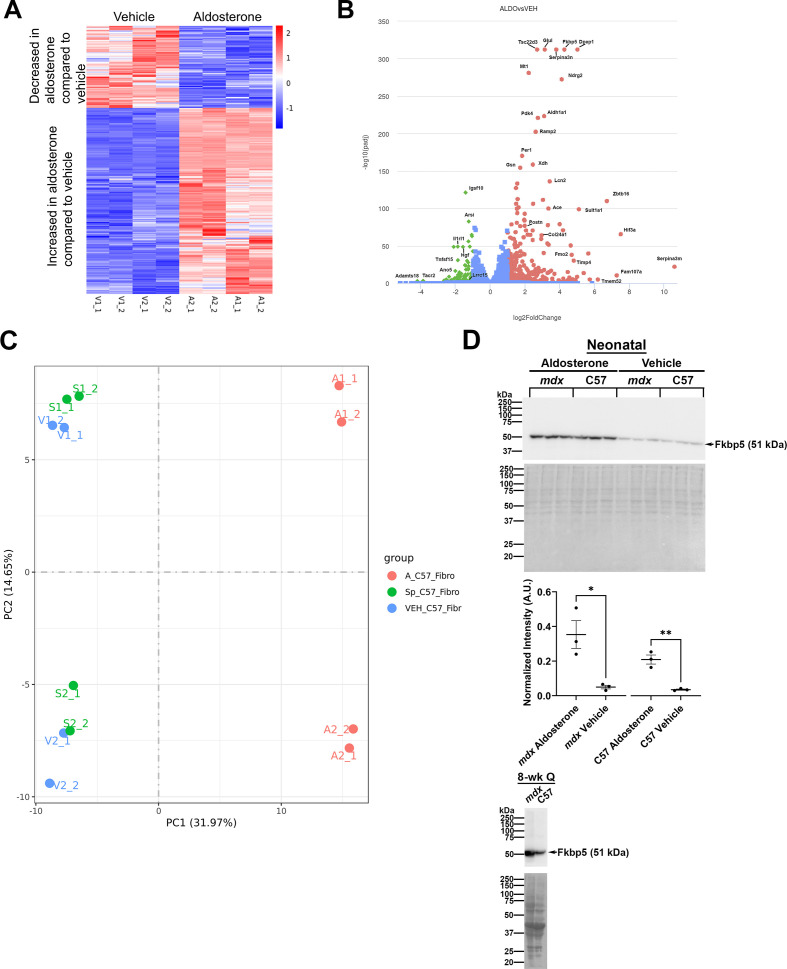
Bulk RNA-sequencing shows direct effects of aldosterone on gene expression in wild-type neonatal skeletal muscle fibroblasts. **(A)** Heatmap showing the number of genes increased and decreased with aldosterone treatment of fibroblasts isolated from hindlimb skeletal muscles of C57BL/10 neonatal mice. 341 genes were significantly increased by aldosterone treatment while 151 genes were decreased (p_adj_ ≤ 0.05 and |log_2_ fold change| ≥ 1). Genes were clustered based on normalized Z-scores (|Z-scores| ≤ 2), which were calculated for FPKM (Fragments Per Kilobase of transcript per Million mapped reads) values. **(B)** Volcano plot with significantly up- and downregulated genes color-coded in red (increased by aldosterone) and green (decreased by aldosterone) showing the identity of genes with the largest fold-changes and most significant p_adj_ value. **(C)** Principal component analysis (PCA) plot showing clustering of aldosterone-, spironolactone-, and vehicle-treated fibroblast RNA expression in bulk RNA-sequencing. **(D)** Western blot of aldosterone- and vehicle-treated hindlimb skeletal muscle fibroblasts from neonatal *mdx* and C57 wildtype mice, showing protein levels of Fkbp5 (top panel). Total protein via Ponceau S staining was used for normalization for Fkbp5. Ratio paired t-tests after quantification of band intensities with normalization showed significant differences between Fkbp5 protein levels between *mdx* aldosterone- and vehicle-treated fibroblasts and between C57 aldosterone- and vehicle-treated fibroblasts (middle panel). Fkbp5 also appears at higher levels in western blots of quadriceps muscle protein homogenates from 8-week-old *mdx* dystrophic muscles compared to wild-type C57 muscles (bottom panel). *P ≤ 0.05. **P ≤ 0.01.

Gene set enrichment analysis (GSEA) of all changed genes in aldosterone- versus vehicle-treated fibroblasts revealed that 207 gene sets were activated by aldosterone treatment and 135 gene sets were suppressed. 

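Gene sets were tested with camera in limma, at an inter-gene correlation of 0.01 and the paper's FDR of 0.1, on the comparison of aldosterone with vehicle. The sets were mouse Reactome sets of 15 to 500 genes, shipped with the fgsea package, whose Entrez identifiers were matched to gene symbols for 98.4% of 7111, and a few symbol lists. The text of the paper does not name the collection it used, though its methods state that terms were merged with the R package GOSemSim. The sets here differ from those of the paper, so a different result does not contradict it. Of 741 sets, 79 were higher and 108 were lower with aldosterone. A replicate block on the sample number (mean r of same-numbered libraries 0.207) gave 87 higher and 111 lower. When each library was left out in turn, between 62 and 79 sets were higher and between 99 and 130 lower. A preranked test with fgsea gave 109 higher and 133 lower. The result moved most when the correlation between genes was estimated from the data for each set, where 0 sets passed in either direction and 84 had an unadjusted p under 0.05. The 3 sets with the smallest p among those higher all concerned translation, led by eukaryotic translation elongation, with 105 of 121 genes higher (median log2 fold change 0.26, FDR = 6.82e-18 from limma, or 6.9e-21 with the block). This set was also higher with spironolactone than with vehicle (median log2 fold change 0.15, FDR = 8.98e-24 from limma, or 2.01e-42 with the block). Of the 18 splits of the 8 aldosterone and vehicle libraries with 2 of each sample number per group, the real one included, 3 gave a p as small for it. Among the sets that were lower, those with the smallest p included mitotic prometaphase, with 91 of 100 genes lower (FDR = 3.71e-23 from limma, or 1.01e-21 with the block), and resolution of sister chromatid cohesion.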

After consolidation of semantically similar categories using GOSemSim and hierarchical clustering threshold of 0.7, 74 gene sets were activated by aldosterone and 41 were suppressed. 

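In the comparison of aldosterone with vehicle, the set for metabolism of lipids and lipoproteins was higher with aldosterone, with 261 of 439 genes higher and an FDR of 0.0372 by camera. Its FDR was 0.0394 with the sample number as a replicate block, and between 0.0163 and 0.0917 when a library was left out. The mean log2 value of its genes, set against all genes with a mean of at least 10, was 0.077 higher with aldosterone, and higher in every aldosterone library than in every vehicle library (two-sided exact permutation test, p = 0.0286). Respiratory electron transport was also higher, with 64 of 68 genes higher, a median log2 fold change of 0.15 and an FDR of 4.53e-09, or 1.11e-08 with the block. Its score was 0.154 higher with aldosterone, but the libraries of the groups overlapped (two-sided exact permutation test, p = 0.0571), and 6 of 18 splits with 2 libraries of each sample number per group gave a p as small. Glucose metabolism had an FDR of 0.211 (0.104 with the block) and cholesterol biosynthesis an FDR of 0.965 (0.89 with the block). With length corrected in the fit with the block, chosen after seeing the data, glucose metabolism passed as higher (FDR = 0.0801) and cholesterol biosynthesis did not (FDR = 0.987). Without the block, leaving out a library gave glucose metabolism an FDR between 0.0951 and 0.694. Among the sets for the extracellular matrix, extracellular matrix organization had 100 of 223 genes higher and an FDR of 0.968, or 0.999 with the block. Collagen formation had an FDR of 0.548, or 0.369 with the block, and the 44 collagen genes had an FDR of 0.273, or 0.12 with the block. In the preranked fgsea test, the FDR was 0.066 for extracellular matrix organization, 0.048 for collagen formation and 0.0564 for the collagen genes, all in the direction of higher expression with aldosterone. When length was corrected in the same fit as the block, a choice made after seeing the data, the FDR from camera was 0.622, 0.0836 and 0.0166 for these 3 sets in turn. Of the genes of extracellular matrix organization, 9 were called higher and 1 lower at both thresholds.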

The most significantly activated pathways with aldosterone were related to metabolism- and extracellular matrix-related processes. (**Supplementary Figure 2**). Aldosterone suppressed gene sets involved in proliferation-, migration-, and inflammation-related processes (**Supplementary Figure 2**). 

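The 54 genes of the G2/M phase listed by Seurat were lower with aldosterone in 53 cases, with a median log2 fold change of -0.59 and an FDR of 1.75e-46 by camera, or 1.98e-45 with the sample number as a replicate block. The 43 S-phase genes of the same source were lower in 38 cases (FDR = 1.11e-16, or 1.43e-15 with the block). The Reactome set for the mitotic cell cycle was lower in 283 of 398 genes (FDR = 6.6e-11, or 2.57e-10 with the block), and DNA replication in 63 of 100 genes (FDR = 0.000391, or 0.000714 with the block). *Mki67* fell from 3016 ± 78.7 to 1753 ± 106.8 normalized counts (SD, n = 4), a log2 fold change of -0.78 (standard error 0.057, adjusted p = 7.29e-08 from limma, or 3.3e-14 with the block). *Ccnd1* rose by 0.57 on the log2 scale (adjusted p = 4.98e-06 from limma, or 6.05e-12 with the block). Over the alternatives run for single genes, the adjusted p was at most 0.000308 for *Mki67* and 0.00205 for *Ccnd1*. None of the G2/M genes passed the fold change threshold of the paper, with 0 called in either direction. For migration, semaphorin interactions had an FDR of 0.786 (0.852 with the block) and 32 of 63 genes lower. No other set was tested for migration, so the migration sets of the paper were not tested. For inflammation, the 23 chemokine genes were lower in 21 cases, with a median log2 fold change of -0.65 and an FDR of 7.59e-06, or 4.36e-07 with the block. The set of chemokine receptors and their ligands was lower in 24 of 34 genes (FDR = 0.00543, or 0.00386 with the block). For each of these chemokine sets, 3 of 18 splits with 2 libraries of each sample number per group, the real one included, gave a p as small. For the G2/M genes, S-phase genes and mitotic cell cycle, 1 of 18 did, the real one. Another split still gave the G2/M genes a camera p of 4.37e-22. With the correlation between genes estimated from the data, the camera FDR was 0.339 for the G2/M, S-phase and both chemokine sets. It was 0.346 for the mitotic cell cycle and 0.721 for DNA replication. Interferon signaling had an FDR of 0.463 (0.454 with the block), signaling by interleukins 0.247 (0.132 with the block) and the interleukin genes 0.622 (0.604 with the block), each in the direction of higher expression. The scores of the G2/M genes, S-phase genes, mitotic cell cycle and chemokines were lower in every aldosterone library than in every vehicle library (two-sided exact permutation test, p = 0.0286 for each). For DNA replication the groups overlapped (p = 0.0571, same exact test), though both aldosterone libraries of each sample number were below both vehicle libraries of that number, and 2 of 18 splits gave a p as small. The score difference was -0.534 for the G2/M genes, -0.758 for the chemokines and -0.001 for semaphorin interactions.

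**Figure D3:**
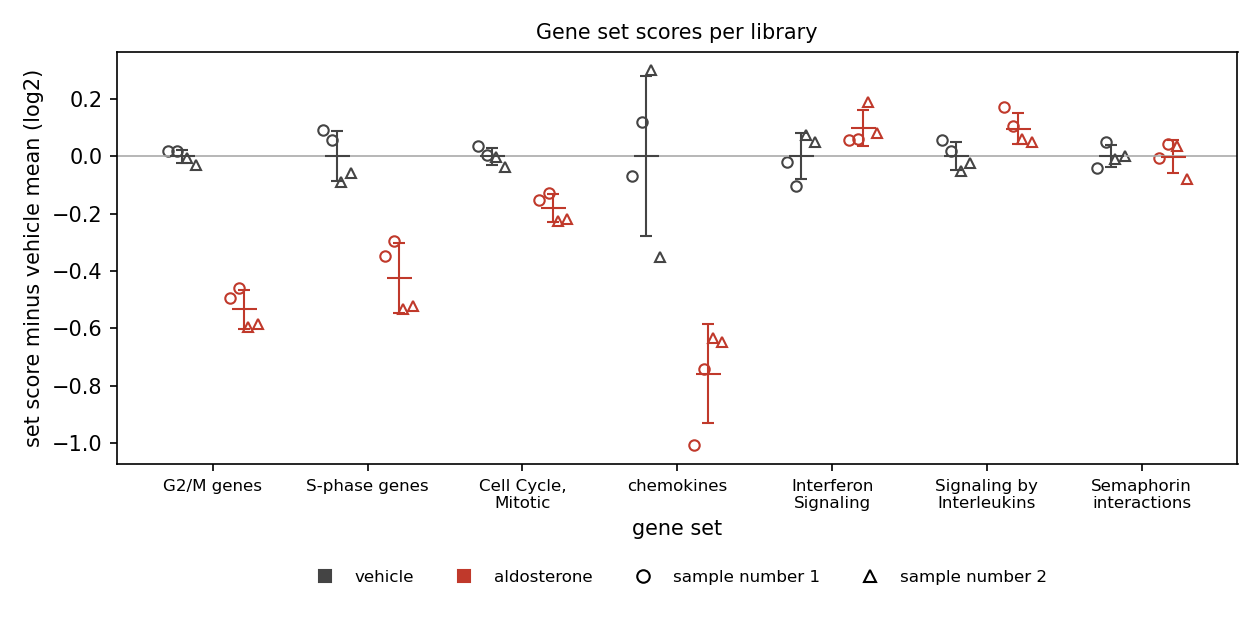
Score of 7 gene sets in each library, as the mean log2 value of the set's genes set against all genes with a mean of at least 10, minus the vehicle mean, with vehicle in grey and aldosterone in red, circles for sample number 1, triangles for sample number 2 and bars for the mean and SD of 4 libraries. The aldosterone libraries lie below the vehicle libraries in the 3 cell cycle sets and the chemokines, and overlap them in the other 3 sets.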

We previously identified that expression of 17 genes belonging to a set of genes that characterize myofibroblasts across several organs were upregulated in skeletal muscles from *mdx* mice containing a myeloid MR knockout compared with a myofiber MR knockout (Gomatam et al., 2024; Buechler et al., 2021). 

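*Postn* (ENSMUSG00000027750), on chromosome 3 of NCBIM37 from 54165031 to 54194961, had 65861 ± 8121 normalized counts (SD, n = 4) with aldosterone and 16786 ± 2238 with vehicle. Its log2 fold change was 1.97 (standard error 0.097, adjusted p = 6.76e-10 from limma), or 1.49e-26 as the adjusted p with the sample number as a replicate block. Across the alternatives run for single genes, the adjusted p of *Postn* was at most 0.000189. *Cilp* (ENSMUSG00000042254), on chromosome 9 from 65112987 to 65128413, had 949 ± 164 normalized counts with aldosterone and 413 ± 80.5 with vehicle. Its log2 fold change was 1.20 (standard error 0.137, adjusted p = 1.43e-05 from limma), or 7.01e-14 as the adjusted p with the block. Leaving out each library in turn kept the log2 fold change of *Cilp* between 1.06 and 1.30, with an adjusted p between 0.00428 and 0.0112 from limma. For both genes, every aldosterone library was above every vehicle library (two-sided exact permutation test, p = 0.0286). Against spironolactone, the log2 fold change with aldosterone was 1.90 for *Postn* (adjusted p = 4.84e-10 from limma, or 9.69e-28 with the block) and 1.11 for *Cilp* (adjusted p = 5.63e-05 from limma, or 1.07e-15 with the block). The other genes of the set are not named in the text of the paper and were not examined as a list.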

Of these, direct aldosterone activation of MR only increased *periostin* (*Postn*) and *cartilage intermediate layer protein* (*Cilp*), suggesting that they possibly drive early development of fibrosis in skeletal muscle (Trundle et al., 2024). 

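*Lrrc15* (ENSMUSG00000052316), on the minus strand of chromosome 16 of NCBIM37 from 30269388 to 30283342, had 38.1 ± 15.2 normalized counts (SD, n = 4) with aldosterone and 78.1 ± 7.93 with vehicle. Its log2 fold change was -1.08 (standard error 0.237, adjusted p = 0.00618 from limma), with an adjusted p of 0.000372 when the sample number was a replicate block. Every aldosterone library was below every vehicle library, from 27.9 to 60.7 against 67.6 to 85.9 normalized counts (two-sided exact permutation test, p = 0.0286). When each library was left out in turn, the log2 fold change stayed between -1.32 and -0.96 and the adjusted p from limma lay between 0.00192 and 0.0741. Of the 17 alternatives run for single genes, 11 kept an adjusted p of at most 0.05. Against spironolactone, the log2 fold change of *Lrrc15* was -0.80 and did not reach the threshold without the block (adjusted p = 0.0678 from limma), while with the block the adjusted p was 0.0152.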

Interestingly, *leucine rich repeat containing 15* (*Lrrc15*), which was the marker of the cluster of myofibroblasts, was actually decreased by aldosterone treatment of C57 wild-type neonatal fibroblasts (Buechler et al., 2021).

To validate our RNA sequencing results and confirm increased gene expression was translated into increased protein expression, we performed a western blot for a representative important target. 

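*Fkbp5* (ENSMUSG00000024222) lies on the minus strand of chromosome 17 of NCBIM37 from 28536040 to 28654469. It had 6330.1 ± 473 normalized counts (SD, n = 4) with aldosterone, from 5970.2 to 7026, and 330.4 ± 38.7 with vehicle, from 276 to 367. The log2 fold change was 4.26 (standard error 0.082, adjusted p = 4.02e-15 from limma), and the adjusted p with the sample number as a replicate block was 4.34e-30. When each library was left out in turn, the log2 fold change stayed between 4.18 and 4.32, with an adjusted p of at most 2.84e-06 from limma. Against spironolactone, whose libraries had 408 ± 67.5 normalized counts, the log2 fold change with aldosterone was 4.01 (adjusted p = 1.04e-14 from limma, or 3.62e-33 with the block). Spironolactone and vehicle did not differ at the threshold in *Fkbp5*, with a log2 fold change of 0.26 (adjusted p = 0.934 from limma, or 0.241 with the block).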

*Fkbp5* was increased by 19-fold by aldosterone compared to vehicle treatment of neonatal wild-type fibroblasts (**Supplementary Table 1**). Fkbp5 contributes to the regulation of the aldosterone-driven stress response by conferring stability of MR in the cytoplasm to prevent its translocation to the nucleus (Petrovich et al., 2014; Ueda et al., 2014; Zannas et al., 2016). Fkbp5 is a known direct transcriptional target of MR in other cell types, supporting it is an important part of the self-regulation of the MR stress response (Gao et al., 2023; Hartmann et al., 2021; Petrovich et al., 2014). It is also known to negatively modulate glucocorticoid receptor sensitivity and its expression is reduced in late stage human DMD skeletal muscle (Gao et al., 2023).

We assessed Fkbp5 levels between aldosterone- and vehicle-treated C57 wild-type and *mdx* neonatal skeletal muscle fibroblasts to determine whether these cells exhibit differential responses to aldosterone treatment. Fkbp5 levels were significantly higher in aldosterone-treated *mdx* fibroblasts than in vehicle-treated *mdx* fibroblasts (0.35 ± 0.08 A.U. vs. 0.05 ± 0.01 A.U., *P* ≤ 0.05) and in aldosterone-treated C57 compared to vehicle-treated C57 fibroblasts (0.21 ± 0.03 A.U. vs. 0.04 ± 0.004 A.U., *P* ≤ 0.01) (**Figures 1D**, top and middle panels). We validated the Fkbp5 antibody using protein from adult (8-wk) C57 and *mdx* quadriceps muscles and observed that Fkbp5 protein levels were increased in the *mdx* quadriceps compared to C57 supporting its disease relevance (**Figure 1D**, bottom panel).

### Aldosterone represses proliferation in *mdx* adult skeletal muscle fibroblasts

Since direct stimulation of fibroblast MR with aldosterone changed gene expression in neonatal wild-type fibroblasts, we then tested whether aldosterone stimulation led to differential functional responses in fibroblasts involved in muscle growth, maintenance or disease. We cultured fibroblasts from both neonatal and adult C57 wild-type and dystrophic *mdx* skeletal muscles and measured fibroblast proliferation activity. We used EdU to mark proliferating cells after a 48-hour treatment of cultured muscle fibroblasts with aldosterone or vehicle and compared the effect of aldosterone treatment within each cell population (**Figure 2A**). There were no significant differences in proliferation between vehicle- and aldosterone-treated C57 neonatal fibroblasts (19.0 ± 3.91% EdU^+^ cells vs. 19.2 ± 6.25% EdU^+^ cells, *P* = 0.97), between vehicle- and aldosterone-treated C57 adult fibroblasts (3.16 ± 0.76% EdU^+^ cells vs. 2.52 ± 0.56% EdU^+^ cells, *P* = 0.52) nor between vehicle- and aldosterone-treated *mdx* neonatal fibroblasts (17.9 ± 1.73% EdU^+^ cells vs. 17.4 ± 4.90% EdU^+^ cells, *P* = 0.92) (**Figure 2B**). However, vehicle-treated *mdx* adult fibroblasts had a significantly higher rate of proliferation than aldosterone-treated *mdx* adult fibroblasts (7.03 ± 0.90% EdU^+^ cells vs. 3.46 ± 0.64% EdU^+^ cells, *P* = 0.032) (**Figure 2B**). We observed that neonatal fibroblasts appeared more proliferative than adult fibroblasts regardless of genotype or treatment, and since we performed the treatment and EdU assay on all the fibroblast samples at the same time, we compared the proliferation of C57 neonatal fibroblasts with C57 adult fibroblasts and *mdx* neonatal fibroblasts with *mdx* adult fibroblasts. Neonatal fibroblasts showed more proliferation compared to adult fibroblasts for both wild-type and dystrophic *mdx* mice (C57 neonatal: 19.1 ± 3.30% EdU^+^ cells vs. C57 adult: 2.84 ± 0.45% EdU^+^ cells, *P* ≤ 0.001; *mdx* neonatal: 17.7 ± 2.33% EdU^+^ cells vs. *mdx* adult: 5.24 ± 0.94% EdU^+^ cells, *P* ≤ 0.001). This data demonstrates that skeletal muscle fibroblasts in culture after 2 passages retain *in vivo* properties such as a higher proliferative rate in neonatal muscles (**Figure 2C**). Fibroblast samples from all four groups treated with TGF-β as a positive control before EdU incorporation were not quantified, but images show similar percentages of EdU as aldosterone- and vehicle-treated fibroblasts (**Supplementary Figure 3**).

**Figure 2:**
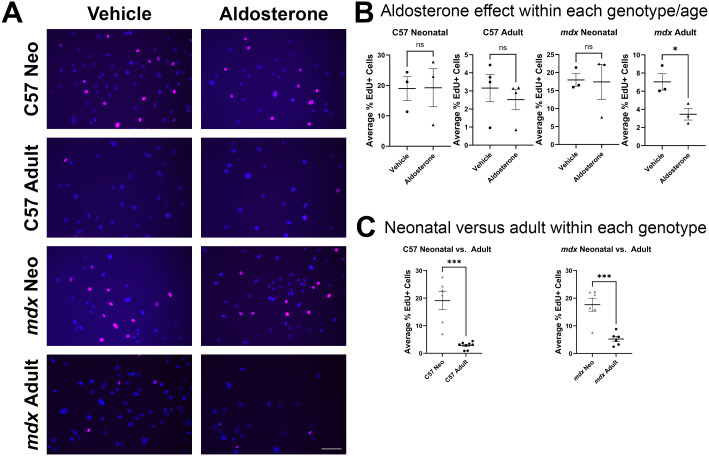
Neonatal skeletal muscle fibroblasts retain a higher proliferation rate in culture compared with adult skeletal muscle fibroblasts and aldosterone represses proliferation only in adult *mdx* fibroblasts. **(A, B)** Representative immunofluorescence images and quantification of an EdU proliferation assay comparing fibroblasts isolated from adult (8-week-old) quadriceps and neonatal hindlimb muscle from *mdx* and C57 mice treated with vehicle or aldosterone. **(A)** Representative images of DAPI- and EdU-positive nuclei of vehicle- and aldosterone-treated fibroblasts from neonatal and adult C57 and *mdx* samples. **(B)** Unpaired Student’s t-tests showed significant differences in proliferation with aldosterone treatment only for adult *mdx* fibroblasts. Aldosterone did not significantly affect fibroblast proliferation in neonatal and adult C57 fibroblasts or neonatal *mdx* fibroblasts. The graphs display results of unpaired Student’s t-tests comparing means between vehicle- and aldosterone-treated fibroblasts for each genotype/age group. Treatment of fibroblasts with the mineralocorticoid receptor antagonist spironolactone showed no quantitative differences from vehicle (not shown) and served as a control for the removal of endogenous steroids from charcoal-stripped serum in the culture media. **(C)** Unpaired student’s t-tests demonstrate neonatal fibroblasts for each genotype (C57 left, *mdx* right) are more proliferative compared to adult fibroblasts from the same genotype. Aldosterone- and vehicle-treated fibroblasts were grouped for each genotype for this comparison. *P ≤ 0.05. *** *P* ≤ 0.001. Bar = 100 µm.

### Aldosterone may also repress migration in *mdx* adult skeletal muscle fibroblasts

Fibroblasts’ ability to migrate to an injury site is crucial for their role in stabilizing the wound area and generating a scaffold to allow for satellite cell-mediated regeneration of muscle fibers. To test the effects of direct aldosterone treatment on fibroblast migration, we performed *in vitro* scratch assays using C57 wild-type and *mdx* dystrophic skeletal muscle fibroblasts isolated from adult and neonatal mice. Fibroblasts from each group were treated with either aldosterone or vehicle and then a scratch was used to clear an area between cells to allow the fibroblasts to migrate into the area and close the gap. The wound area was imaged every 12 hours for 72 hours (neonatal fibroblasts) or 96 hours (adult fibroblasts) to monitor the closure of the gap by the migrating fibroblasts (**Figure 3**). We assessed several different measurements of wound healing and fibroblast migration, including percent wound closure, the relative change in wound area, and the change in healing speed (μm^2^/h). The healing speed was significantly slower in aldosterone-treated C57 neonatal fibroblasts compared to vehicle-treated C57 neonatal fibroblasts at the 24-hour timepoint (17,748 ± 1736 μm^2^/h vs. 21,745 ± 1603 μm^2^/h; *P* ≤ 0.05) but was not significantly different at any other timepoint (**Figure 3A**). The healing speed was not significantly different between aldosterone- and vehicle-treated *mdx* neonatal fibroblasts (**Figure 3B**), nor between aldosterone- and vehicle-treated C57 adult fibroblasts (**Figure 3C**). In contrast, the healing speed was significantly slower in aldosterone-treated *mdx* adult fibroblasts at the 36- and 48-hour timepoints compared to vehicle-treated *mdx* adult fibroblasts (**36** h: 16,239 ± 1489 μm^2^/h vs. 21,888 ± 1655 μm^2^/h; 48 h: 18,225 ± 853 μm^2^/h vs. 22,736 ± 1407 μm^2^/h; *P* ≤ 0.05) (**Figure 3D**). The percent wound closure and relative wound area were not significantly different between aldosterone and vehicle-treatment in any of the four fibroblast cultures. It is important to note that proliferation was not inhibited in these assays, meaning that fibroblast proliferation may have contributed to the closure of the scratch wound along with migration. Nevertheless, these data suggest that aldosterone may have a repressive effect on migration as well as proliferation in adult *mdx* skeletal muscle fibroblasts. Fibroblast samples were treated with TGF-β prior to the scratch as positive controls, and the wounds closed completely over 72–96 hours for TGF-β-treated samples from all four groups (**Supplementary Figure 3**).

**Figure 3:**
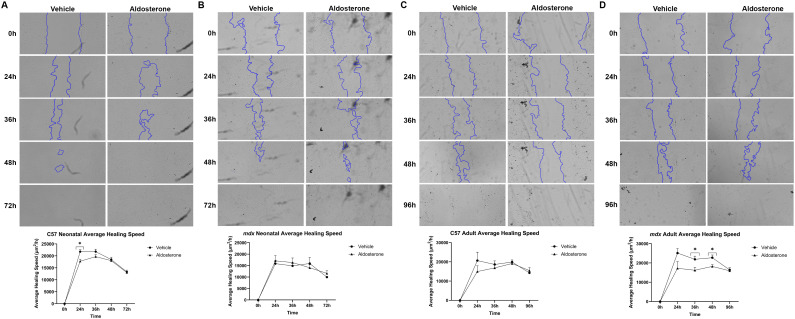
Aldosterone reduces wound healing speed of *mdx* adult skeletal muscle fibroblasts in an *in vitro* motility assay. Representative images showing the change in scratch wound area over 72–96 hours for vehicle- and aldosterone-treated fibroblasts isolated from adult (8-week-old) quadriceps and neonatal hindlimb muscle from *mdx* and C57 mice. **(A)** Representative images of scratch wound area over 72 hours for fibroblasts from C57 neonatal hindlimb skeletal muscle (top panel). No significant differences were observed in the average healing speed (µm^2^/h) between aldosterone- and vehicle-treated fibroblasts (bottom panel). **(B)** Representative images of scratch wound area over 72 hours for fibroblasts from *mdx* neonatal hindlimb skeletal muscle (top panel). No significant differences were observed in the average healing speed (µm^2^/h) between aldosterone- and vehicle-treated fibroblasts (bottom panel). **(C)** Representative images of scratch wound area over 96 hours for fibroblasts from C57 adult quadriceps (top panel). No significant differences were observed in the average healing speed (µm^2^/h) between aldosterone- and vehicle-treated fibroblasts (bottom panel). **(D)** Representative images of scratch wound area over 96 hours for fibroblasts from *mdx* adult quadriceps (top panel). Aldosterone-treated fibroblasts exhibited significantly slower average healing speed (µm^2^/h) than vehicle-treated fibroblasts at the 36- and 48-hour timepoints (bottom panel). TGF-β treatment was used as a positive control in all 4 groups (see **Supplementary Figure 3**).

### Changes in protein levels of proliferation-related genes provide potential mechanistic insight into MR signaling in skeletal muscle fibroblasts

To further explore the mechanisms by which aldosterone affects fibroblast function, we investigated protein levels of additional key genes from our bulk RNA sequencing data that are directly involved in proliferation. Through our gene set enrichment analysis (GSEA), we found that *cyclin-dependent kinase inhibitor 1c* (*Cdkn1c*) and *FBJ osteosarcoma oncogene* (*Fos*) were present in activated gene sets associated with decreased proliferation. 

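Among the 741 sets tested with camera, *Cdkn1c* was in 0, so its membership could not be examined with them. *Fos* was in 26 of them, of which 0 passed the FDR of 0.1 in either direction and 1 had an unadjusted p under 0.05. The set with the smallest p among these 26 was the innate immune system, with 449 genes in the direction of higher expression (FDR = 0.101 from limma). In the fit with the sample number as a replicate block, that set passed, with an FDR of 0.0555.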

*Cdkn1c* encodes the protein p57 Kip2 (p57), which is a negative regulator of cell proliferation in various cell types (Sherr and Roberts, 1999; Besson et al., 2008). p57 has also been shown to have noncanonical roles that may also affect fibroblast function, such as context-dependent stimulation or inhibition of apoptosis (Rossi and Antonangeli, 2015; Creff and Besson, 2020). c-Fos, the protein product of the *Fos* gene, is a component of the Activator Protein-1 (AP-1) transcription factor, which regulates many cellular processes including the cell cycle (Shaulian and Karin, 2001). c-Fos typically enhances cell proliferation but can act in the opposite manner under some conditions (Oliveira-Ferrer et al., 2014; Mikula et al., 2003; Mahner et al., 2008). In our bulk RNA sequencing of aldosterone- versus vehicle-treated neonatal wild-type fibroblasts, Cdkn1c was increased 5.8-fold and Fos was increased 2.1-fold (**Supplementary Table 1**). 

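*Cdkn1c* (ENSMUSG00000037664), on the minus strand of chromosome 7 of NCBIM37 from 150644255 to 150646955, had 5900.1 ± 166 normalized counts (SD, n = 4) with aldosterone and 1010 ± 404 with vehicle. Its log2 fold change was 2.64 (standard error 0.192, adjusted p = 7.94e-08 from limma), a fold change of 6.22, and the adjusted p with the sample number as a replicate block was 1.84e-18. Over the alternatives run for single genes, the adjusted p of *Cdkn1c* was at most 0.00253. The increase was 8.93-fold in sample number 1 and 4.34-fold in sample number 2, with 2 libraries per group in each. This difference on the log2 scale was -1.04 (adjusted p = 0.000639 from limma for the interaction of sample number and treatment). Over 9 interaction fits, this one included, the highest adjusted p was 0.00128. *Fos* (ENSMUSG00000021250), on chromosome 12 from 86814840 to 86818223, had 169 ± 26.8 normalized counts with aldosterone and 80.1 ± 27.9 with vehicle. Its log2 fold change was 1.13 (standard error 0.222, adjusted p = 0.00272 from limma), a fold change of 2.18, and the adjusted p with the block was 7.51e-06. When each library was left out in turn, the log2 fold change of *Fos* lay between 0.87 and 1.27 and its adjusted p from limma between 0.0258 and 0.0909. Of the 17 run for single genes, 13 kept an adjusted p of at most 0.05. In both genes, every aldosterone library was above every vehicle library (two-sided exact permutation test, p = 0.0286).

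**Figure D4:**
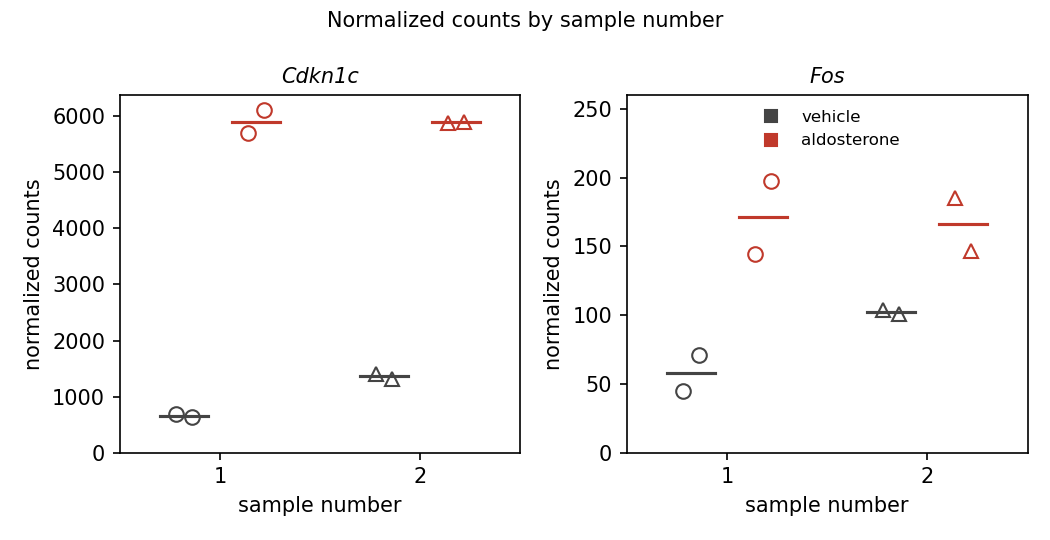
Normalized counts of *Cdkn1c* and *Fos* in the vehicle libraries (grey) and aldosterone libraries (red) of each sample number, with a line at the mean of 2 libraries. *Cdkn1c* was near 5900.1 with aldosterone in both sample numbers and near 661 and 1358 with vehicle in sample numbers 1 and 2.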

We performed western blot analyses to compare protein levels of p57 and c-Fos between aldosterone and vehicle-treated fibroblasts isolated from C57 and *mdx* neonatal hindlimb and adult quadriceps skeletal muscle.

p57 levels were significantly higher in aldosterone-treated neonatal *mdx* fibroblasts compared to vehicle-treated neonatal *mdx* fibroblasts (0.34 ± 0.05 A.U. vs. 0.08 ± 0.01 A.U., *P* ≤ 0.05) and trended higher in aldosterone-treated neonatal C57 fibroblasts compared to vehicle-treated neonatal C57 fibroblasts (0.31 ± 0.07 A.U. vs. 0.08 ± 0.02 A.U., *P* = 0.09) (**Figure 4A**). p57 levels were also significantly higher in aldosterone-treated adult *mdx* fibroblasts compared to vehicle-treated adult *mdx* fibroblasts (0.14 ± 0.03 A.U. vs. 0.05 ± 0.002 A.U., *P* ≤ 0.05) and in aldosterone-treated adult C57 fibroblasts compared to vehicle-treated adult C57 fibroblasts (0.13 ± 0.005 A.U. vs. 0.05 ± 0.01 A.U., *P* ≤ 0.05) (**Figure 4B**). p57 levels were not different between *mdx* and C57 quadriceps muscle homogenates (**Figure 4C**).

**Figure 4:**
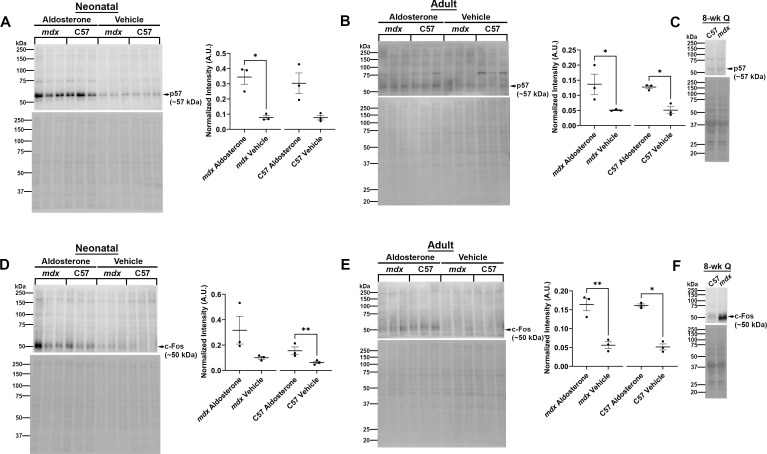
p57 and c-Fos protein levels are increased by aldosterone treatment of neonatal and adult skeletal muscle fibroblasts. Western blots for p57 **(A–C)** and c-Fos **(D–F)** of aldosterone- and vehicle-treated hindlimb skeletal muscle fibroblasts from neonatal *mdx* and C57 wild-type mice [**(A, D)**, left panels], and of aldosterone- and vehicle-treated quadriceps skeletal muscle fibroblasts from adult *mdx* and C57 wild-type mice [**(B, E)**, left panels]. Total protein via Ponceau S staining was used for normalization for both p57 and c-Fos. Quantification of band intensities after normalization is shown for all western blots [**(A, B, D, E)**, right panels]. Ratio paired t-tests showed significant differences for: p57 protein levels between neonatal *mdx* aldosterone- and vehicle-treated fibroblasts, between adult *mdx* aldosterone- and vehicle-treated fibroblasts, and between adult C57 aldosterone- and C57 vehicle-treated fibroblasts **(A, B)**. c-Fos protein levels were significantly different between neonatal C57 aldosterone- and vehicle-treated fibroblasts, between adult *mdx* aldosterone- and vehicle-treated fibroblasts, and between adult C57 aldosterone- and vehicle-treated fibroblasts **(D, E)**. p57 **(C)** and c-Fos **(F)** were also tested on quadriceps muscle protein homogenates from 8-week-old mice to compare relative levels between wild-type C57 and *mdx* dystrophic muscles. *P ≤ 0.05. **P ≤ 0.01.

c-Fos protein levels were significantly higher in aldosterone-treated neonatal C57 fibroblasts compared to vehicle-treated neonatal C57 fibroblasts (0.15 ± 0.03 A.U. vs. 0.06 ± 0.01 A.U., *P* ≤ 0.01) (**Figure 4D**). c-Fos protein levels were also significantly higher in aldosterone-treated adult *mdx* fibroblasts compared to vehicle-treated adult *mdx* fibroblasts (0.16 ± 0.02 A.U. vs. 0.06 ± 0.009 A.U., *P* ≤ 0.01) and in aldosterone-treated adult C57 fibroblasts compared to vehicle-treated adult C57 fibroblasts (0.16 ± 0.004 A.U. vs. 0.05 ± 0.008 A.U., *P* ≤ 0.05) (**Figure 4E**). c-Fos levels also appeared higher in *mdx* compared to C57 whole quadriceps muscles (**Figure 4F**).

## Discussion

In this study, we show that direct aldosterone treatment of fibroblasts isolated from neonatal wild-type skeletal muscles changed the expression of almost 500 genes. We then expanded the study to investigate the short-term functional effects of aldosterone stimulation on proliferation and migration in neonatal and adult wild-type and dystrophic skeletal muscle fibroblasts and showed adult *mdx* fibroblasts were most susceptible to functional changes in both parameters.

Treating fibrotic diseases must involve finding a balance between maintaining fibroblasts’ wound healing ability while attenuating pathological fibrosis and inflammation. We have previously shown that MR antagonism can improve muscle function in dystrophic muscles in part by limiting fibrosis and inflammation, that indirect *in vivo* MR signaling from infiltrating immune cells and myofibers can affect fibrosis, and that indirect MR signaling from cultured myotubes differentially impacts fibroblasts from neonatal wild-type and *mdx* skeletal muscles (Chadwick et al., 2015; Howard et al., 2022b; Hauck et al., 2019b; Gomatam et al., 2024; Krishna et al., 2025). Therefore, understanding how fibroblast-specific MR signaling directly changes fibroblast function and the differences between fibroblasts isolated from muscle during growth, maintenance and disease is crucial for optimizing existing therapeutic approaches and potentially opening up new avenues for treatment of DMD and possibly other fibrotic muscle diseases.

*Postn* and *Cilp* were the only two myofibroblast genes upregulated by aldosterone treatment in wild-type neonatal skeletal muscle fibroblasts. Postn is a secreted extracellular matrix protein that plays a role in fibrosis development via increasing collagen deposition and a potential role in collagen cross-linking (Maruhashi et al., 2010; Trundle et al., 2024). Cilp1 promotes cardiac fibrosis after myocardial infarction and during cardiomyopathy through interaction with the TGF-β1 pathway (Zhang et al., 2021; Van Nieuwenhoven et al., 2017). *Cilp* gene expression is increased in human DMD skeletal muscle (Nieves-Rodriguez et al., 2023). Additionally, Cilp1 plays a significant role in skeletal muscle development (Ralliere et al., 2015). It is possible that these two genes may be responsible for an early fibrotic response since they are present at the developmental stage in wild-type mice, increased by the aldosterone stress response and have demonstrated profibrotic roles in adult tissues.

*Fkbp5* was highly increased at the protein level with aldosterone treatment in both neonatal wild-type and *mdx* fibroblasts. *Fkbp5* is a known MR transcriptional target that confers stability of MR in the cytoplasm to prevent its translocation to the nucleus and self-regulates the stress response (Petrovich et al., 2014; Ueda et al., 2014; Zannas et al., 2016). It is known to be downregulated in later stage human DMD skeletal muscle, allowing the potential for an unregulated MR and glucocorticoid receptor regulated stress response (Gao et al., 2023).

*Hypoxia inducible factor 3 subunit alpha* (*Hif3a*) was also upregulated with aldosterone treatment. In DMD, respiratory impairment can lead to hypoxia in skeletal muscle (Nguyen et al., 2021). Activation of hypoxia inducible factor 1α (HIF-1α) in dystrophic muscle is known to worsen pathology, but the role of hypoxia inducible factor 3 subunit alpha (HIF-3α)is less clear (Nguyen et al., 2021; Valle-Tenney et al., 2020). HIF-3α can negatively regulate HIF-1α, suggesting that it may reduce the negative effects of muscle ischemia (Duan, 2016).

Two members of the SerpinA clade of serine peptidase inhibitors (serpins) [mouse orthologs of human antichymotrypsin (*SERPINA3*)] (Horvath et al., 2005), *Serpina3m* and *Serpina3n*, were among the most highly upregulated genes expressed by the aldosterone-treated fibroblasts. SerpinA3 members are MR targets in the heart involved in tissue protection, play important roles in inflammatory diseases, and could be responsible for some side effects of long-term glucocorticoid treatment (Chadwick et al., 2015; Latouche et al., 2010; Lannan et al., 2012). We have previously shown that *Serpina3m* is downregulated in dystrophic mouse quadriceps after treatment with the MRA spironolactone (Chadwick et al., 2015). *Serpina3n* was upregulated in dystrophic skeletal muscle and after acute injury, and *Serpina3n* overexpression in dystrophic mouse models and after acute injury was shown to lead to stabilization of the sarcolemma, increased muscle regeneration, and decreased degeneration (Tjondrokoesoemo et al., 2016).

*Period circadian clock 1* (*Per1*) was also upregulated by aldosterone in fibroblasts. *Per1* expression is downregulated in both *mdx* mouse and human DMD skeletal muscle, part of a cascade of disruptive circadian rhythm changes that occur due to the loss of dystrophin, leading to impaired muscle regeneration and increased fibrosis, among other negative effects (Rossi et al., 2021; Betts et al., 2021). We have shown that both the MR antagonist spironolactone and the GR agonist prednisolone reduce *Per1* expression in myeloid cells isolated from quadriceps from treated *mdx* mice (Howard et al., 2022a). Though these genes likely play important roles in adult-stage DMD, their upregulation by aldosterone in wild-type neonatal skeletal muscle fibroblasts may not fully explain their roles in adult wild-type or dystrophic skeletal muscle fibroblasts, despite our observations that fibroblast function does seem to be affected by aldosterone in these fibroblasts.

Interestingly, neonatal and adult skeletal muscle fibroblasts exhibit different rates of proliferation regardless of genotype or treatment despite many days in culture, suggesting that they are resistant to phenotypic drift (Pan et al., 2009). Since functional changes in proliferation and migration were only observed in adult *mdx* fibroblasts, it is possible that aldosterone changes even more genes underlying these pathways in adult dystrophic fibroblasts compared to neonatal wild-type fibroblasts. The relative absence of proliferation and migration effects from aldosterone in wild-type neonatal fibroblasts may be due to a lack of sufficient sensitivity of these assays compared to transcriptomic signatures, particularly in cells that have such a high basal proliferation rate. Gene expression differences of MR-stimulated fibroblasts isolated from muscles during growth, maintenance and disease will need to be further evaluated in the future.

The repression of proliferation and migration by aldosterone contrasts with the effects of aldosterone on fibroblasts from other tissues. Sustained aldosterone expression in the heart increases proliferation and migration of cardiac fibroblasts, leading to increased fibrosis and hypertrophy (Somanna et al., 2015). Similarly, proliferation is increased in aldosterone-treated fibroblasts isolated from rat and mouse kidneys (Huang et al., 2012). It is possible that aldosterone-mediated repression of fibroblast proliferation and migration in adult dystrophic skeletal muscle could be driving the fibroblasts into a sedentary, ECM-producing myofibroblast state. Aldosterone appears to elicit these effects through different signaling pathways in different tissues, so understanding the pathways through which aldosterone acts in skeletal muscle could be important for designing therapies for skeletal muscle diseases (Somanna et al., 2015; Sakamuri et al., 2016; Huang et al., 2012; Stockand and Meszaros, 2003). A limitation of the scratch migration assays performed in the study was that proliferation was not inhibited. As such, it is difficult to determine how much fibroblast proliferation may have contributed to scratch closure compared to migration.

The differences in protein levels of known proliferation-associated genes *Cdkn1c* and *Fos* in response to aldosterone treatment could help explain the complex mechanisms by which aldosterone may act to mediate proliferation and other fibroblast functions. p57 and c-Fos were present at higher levels in aldosterone- versus vehicle-treated *mdx* adult skeletal muscle fibroblasts. p57 inhibits proliferation by inducing cell cycle arrest (Creff and Besson, 2020). Reduced levels of p57 are associated with Beckwith-Wiedemann Syndrome, which results in excessive growth (Weksberg et al., 2010). Although p57 can act as a proapoptotic protein, during stress p57 can instead promote survival (Chang et al., 2003). Since adult *mdx* fibroblasts are isolated from a stressed environment and aldosterone is a stress response hormone produced during muscle injury (Hauck et al., 2019a; Chadwick et al., 2016), p57-mediated inhibition of proliferation and promotion of survival during stress may contribute to reduced fibroblast proliferation in aldosterone-treated adult *mdx* fibroblasts and clearance-resistant myofibroblasts that contribute to aldosterone-exacerbated pathology in dystrophic muscles. In the heart, p57 is also known to act in a noncanonical manner during development. Instead of directly blocking the cell cycle through its induction of cell cycle arrest, p57 appears to regulate cell differentiation in the developing heart without necessarily causing cell cycle exit (Ponnusamy et al., 2017). This phenomenon may help explain why proliferation was not repressed by aldosterone in neonatal fibroblasts despite higher levels of p57 protein being present in aldosterone-treated fibroblasts.

As part of the Activating Protein-1 (AP-1) transcription factor complex, c-Fos regulates cell proliferation and differentiation and is known to be a target of aldosterone and MR-mediated signaling in multiple tissues (Okazaki and Sagata, 1995; Fiebeler et al., 2001; Latouche et al., 2010; Verrey et al., 2000). Aldosterone-induced activation of AP-1, which occurs through stimulation of the mitogen-activated protein kinase (MAPK)/extracellular signal-regulated kinase (ERK) pathway, increases *Col1a1* (*collagen, type I, alpha 1*) and leads to increased fibrosis in mice after cardiac injury (Fiebeler et al., 2001; Tharaux et al., 2000). Aldosterone also increases fibrosis following kidney injury through MR-mediated activation of c-Fos and AP-1 that increased fibroblast recruitment and activation to the myofibroblast state (Irita et al., 2008; Yoo et al., 2006). We have previously shown in quadriceps from dystrophic *mdx*;*utrn^+/−^* mice that *Fos* is reduced after 16 weeks of treatment with the MRA spironolactone (Chadwick et al., 2015). Similarly, in normal human skeletal muscle myotubes *FOS* is downregulated by spironolactone compared to aldosterone treatment (Chadwick et al., 2015, 2017). Though c-Fos is primarily known as an oncogene due to its requirement for proliferation, some studies show that aberrant c-Fos expression leads to inhibition of cell proliferation, suggesting that the temporal regulation and cellular environment of c-Fos is important for its complex role (Oliveira-Ferrer et al., 2014; Mikula et al., 2003; Mahner et al., 2008). ERK is also a known suppressor of p57 activity, so it is possible that MAPK/ERK-stimulated activation of AP-1 can also lead to suppression of p57, ultimately leading to increased proliferation (Worster et al., 2012).

It is worth noting that though all of our data is based on experiments performed using hindlimb muscle, the diaphragm develops the most severe fibrosis of all skeletal muscles in the *mdx* mouse (Stedman et al., 1991). Therefore, it would be beneficial to perform similar experiments on fibroblasts isolated from dystrophin-deficient diaphragms to determine whether these fibroblasts are different than those derived from other muscles.

Taken together, our data show that MR signaling may directly affect gene expression and function in skeletal muscle fibroblasts. It is possible that MR signaling triggered by the local production of aldosterone by macrophages (Chadwick et al., 2016) is repressing fibroblast proliferation and migration to allow them to remain in the injury site and secrete ECM proteins. Future combination treatment of fibroblasts with aldosterone and MR antagonists will be needed to absolutely confirm whether aldosterone and MR signaling are driving the observed transcriptional and functional changes in fibroblasts. Additional RNA sequencing of aldosterone- and vehicle-treated fibroblasts isolated from adult wild-type and *mdx* skeletal muscle, from neonatal *mdx* skeletal muscle, and from acute injury of wild-type skeletal muscle will further clarify the differences between skeletal muscle fibroblasts in the quiescent state in normal muscle, in wound healing, and in muscular dystrophy. This additional sequencing will also address an important limitation of our study that our gene expression data from wild-type neonatal fibroblasts may not fully explain our observations from the functional studies of adult fibroblasts and *mdx* neonatal fibroblasts. Additionally, MR-regulated crosstalk between immune cells and fibroblasts remains to be explored. Understanding the effects of MR signaling throughout the entire microenvironment is critical for clarifying the mechanism of action of existing MR antagonists and for discovering novel therapeutic approaches that can target chronic fibrosis but not compromise wound healing.

## Data Availability

The RNA sequencing data generated for this study can be found in the National Center for Biotechnology Information Gene Expression Omnibus (accession no. GSE297237).

How the deposited data were processed for this re-analysis (not part of the article)

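Poly(A) RNA of neonatal hindlimb fibroblasts treated for 48 hours with aldosterone, spironolactone or vehicle was sequenced, with 4 libraries per treatment. The labels give 2 mice with 2 replicate plates for each treatment, and the pairing used here comes from the sample numbers in those labels.

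For each pair of treatments the authors deposited a table of signal values, which are gene counts divided by a size factor of each library, so normalized counts. The same tables hold the authors' log2 fold changes and p-values from DESeq2, as the authors' deposited results of the comparison. They also hold the gene length and the annotation that the authors added to each gene. The reads behind the normalized counts were recovered from the smallest step of each column, and 100% of values were whole multiples of it. In a pair of columns whose step was too close to 1 to recover, the reads of the same library in another table were used. The step before the counts, from reads to genes, was not repeated here.

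Total reads on genes were between 19136812 and 30219075 per library, with a median of 23833317 over 12 libraries. At this depth a gene with 3 reads or fewer in all libraries of a group was taken as at the floor. The size of a fitted fold change against such a group depends on the pseudocount.

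The plan named edgeR for read counts and limma for normalized values. Since the tables hold normalized values, limma (version 3.58.1 in R 4.3.3) was used on log2(value + 1), with a trend in the prior variance, for every gene in a table. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Single values were compared by exact permutation tests on the libraries, all two-sided except where stated. These tests treat all libraries as exchangeable, though the labels give 2 plates per mouse, so their p does not measure the spread between mice. Principal components used log2 CPM with edgeR's TMM factors (version 4.0.16), a prior count of 2 and the genes kept by filterByExpr. Gene sets were tested with camera at an inter-gene correlation of 0.01 and an FDR of 0.1, on sets of 15 to 500 genes from the Reactome collection of fgsea (version 1.28.0), S-phase and G2/M lists of Seurat (version 5.3.0), and symbol lists of collagens, chemokines, interleukins and respiratory chain genes. The tests were checked on simulated data, where 200 of 200 changed genes were recovered by each test, with 12 false calls among 26805 unchanged genes for limma, 10 with the sample number as a block and 0 for DESeq2. In the same way 1 raised gene set was called and 0 random sets were, of 201. The simulated genes varied independently, with no effect of the sample number, and the changed genes had a log2 fold change of 2. The check thus does not test correlation between genes, the block or genes near the thresholds. In the real aldosterone and vehicle libraries, another split with 2 of each sample number per group called 152 gene sets.

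Genes named in the text are those the paper names or labels in Figure 1B, those of known response to the receptors of steroids or used as controls of cell type and sex, and the 5 largest increases and 5 largest decreases among called genes with a mean of at least 10 and no overlap between groups. Others are said to have been chosen after their values were seen.

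The alternatives set before the data were examined were DESeq2 (version 1.42.0) on the recovered reads, limma-voom, upper-quartile normalization, DESeq2 size factors as offsets in edgeR, a pseudocount of 0.5, filters of a mean of 10 or of 10 counts in every library, replicate blocks on the sample number, the biological replicate number or both, libraries of a sample number summed, single sample numbers, other fold change thresholds and leaving out each library. Chosen after seeing the data were edgeR with TMM on the recovered reads, TMM scaling of the values, plates correlated within a sample number, a correction for gene length with a lowess span of 0.3, and this correction with the sample number as a block. A principal component analysis on FPKM was not run, since the tables hold no FPKM. Western blots, proliferation and migration data, and fibroblasts of other mice or ages were not analysed here. A gene set among those lower with aldosterone is not reported here.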

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

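All tests of explanations in this part were chosen only after the result had been seen.

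Across 237 groups of 4 libraries, 16 had a library far from the other 3, where chance gives about 1 in 20, or 12. The values below are normalized counts. In spironolactone libraries, *Gsn* was 24511 in sample number 1 and biological replicate 1, with the others between 26426 and 26802, and *Ramp2* was 181.55 in the same library, with the others between 239.85 and 244.55. In the spironolactone library of sample number 2 and biological replicate 1, *Col3a1* was 118720, *Pdk4* was 251.96, *Myf5* was 3.1759 and *Tmem52* was 6.3519. In that of sample number 1 and biological replicate 2, *Myog* was 1.5917 and *Fam107a* was 3.9793. In vehicle libraries, *Gapdh* was 361.22 and *Pax7* was 3.661 in sample number 2 and biological replicate 1, *Kdm5d* was 973.61, *Ace* was 83.729 and *Fam107a* was 2.1469 in sample number 2 and biological replicate 2, and *Xdh* was 234.19 in sample number 1 and biological replicate 2. *Uty* was 578.2 in the aldosterone library of sample number 2 and biological replicate 1. The values of *Myf5*, *Myog*, *Pax7*, *Fam107a* and *Tmem52* rest on between 2 and 6 reads. No explanation was tested for these, and their number is near what chance gives.

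*Gapdh* was 2964.6 in the aldosterone library of sample number 1 and biological replicate 2, and between 120.61 and 143.38 in the other 3 aldosterone libraries. A deviation across the whole library was tested by counting genes with a mean of at least 10 that lay at least 5-fold above the other 3 libraries, and 1 of 15245 did, *Gapdh* itself. Reads shared with pseudogenes were tested on genes with at least 2 named pseudogenes, and 0 of 45 were at least 2-fold above the other 3 libraries, with a highest ratio of 1.35. This argues against a shift common to genes with pseudogenes, but does not test reads shared between *Gapdh* and its own pseudogenes. These were not separated, and how the authors counted reads on them is not stated, so the values of *Gapdh* are uncertain in every library. The high value cannot be told apart from a step particular to this gene, and no biological explanation was tested.

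The response to aldosterone differed between the sample numbers in 4 genes (1356 at an unadjusted p under 0.05), by an interaction term in limma. *Cdkn1c* differed by -1.038 on the log2 scale (adjusted p = 0.000639), from 661.4 to 5904 normalized counts in sample number 1 and from 1358 to 5896 in sample number 2. The other 3 genes were named after their values were seen. *Angptl7* differed by 0.801 (adjusted p = 0.0111), *Rpl7a* by 0.877 (adjusted p = 0.0337) and *Rrm2* by -0.565 (adjusted p = 0.0337), and over 9 fits, the reported one included, their adjusted p was at most 0.0186, 0.0507 and 0.0512. *Rpl7a* has many pseudogenes, whose reads the counting may have joined to it, so its value is uncertain.

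For *Cdkn1c*, the authors' normalization was tested by repeating the interaction, and 9 of 9 fits, the reported one included, kept an adjusted p of at most 0.05. Of these, TMM normalization of the values (adjusted p = 0.000918), limma-voom (4.15e-05) and edgeR (1.57e-05) replaced the authors' size factors, so the size factors do not explain the difference. A higher level without aldosterone in sample number 2 was tested on the spironolactone libraries, which the interaction did not use, and they held 1.96 times as much in sample number 2 as in sample number 1. The smaller response may thus come from the higher starting level, with a similar level under aldosterone. A sample number holds 2 libraries per treatment, and the sample number cannot be told apart from a batch of plates or a mouse.

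Between aldosterone and spironolactone, a comparison that the paper does not report, 381 genes were higher and 144 lower with aldosterone at the thresholds of the paper (5175 at an unadjusted p under 0.05). A replicate block on the sample number gave 430 higher and 205 lower, including all 381 and 144. Of the splits of the 8 libraries that put 2 libraries of each sample number in each group, 1 of 18 gave as many genes higher, the real one, and 1 of 18 as many lower, with 0 in every other. A share of 1 in 18 is the smallest this design can give, so it cannot go under 0.05. The split by sample number gave 28 higher and 14 lower. For gene sets in this comparison, 1 of 18 splits gave as many as the 233 called, with 200 in the highest other. The split by sample number gave 241 gene sets, more than the real one.

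Between spironolactone and vehicle, 128 gene sets were higher and 15 lower of 743 (184 at an unadjusted p under 0.05), or 154 and 45 with the sample number as a replicate block, while 0 genes passed. Without the spironolactone library of sample number 1 and biological replicate 2, 29 sets were higher and 2 lower. Without the vehicle library of sample number 2 and biological replicate 2, 28 were higher and 2 lower. Leaving out any other library gave between 116 and 149 higher. Of the 18 splits, 5 gave as many gene sets, with 184 in the highest other. The number without the block thus cannot be told apart from a difference between arbitrary groups of these libraries. The splits were counted without the block, so they do not test the number with it. When the correlation between genes was estimated from the data, 0 sets were called in either direction and 16 had an unadjusted p under 0.05. For the genes past the thresholds in this comparison, 18 of 18 splits gave as many, since the count is 0.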

How the results depend on the processing

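All choices described as added were made after seeing the data. Where a value moved, the cause was not tested.

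Without any choice changed, 382 genes were higher and 182 lower with aldosterone than with vehicle, and 381 and 144 than with spironolactone. With at least 10 counts in every library, the numbers against vehicle were 227 and 87, and against spironolactone 219 and 61. With a test against a log2 fold change of 1, they were 116 and 6, and 105 and 9. At an absolute log2 fold change of at least 0.58, they were 632 and 496, and 625 and 454. With only sample number 1, 15 and 2 genes were called against vehicle (4897 at an unadjusted p under 0.05) and 4 and 0 against spironolactone (4356 at an unadjusted p under 0.05). With only sample number 2, 231 were higher against vehicle and 209 against spironolactone. With the libraries of a sample number summed and no block, 65 were lower against vehicle, and 251 were higher and 54 lower against spironolactone. With plates correlated within a sample number, which was added, 100 were lower against vehicle and 89 against spironolactone. With the sample number as a replicate block and a correction for gene length, also added, 297 were lower against vehicle. Over the 8 fits that each left out a library, from 321 to 363 genes were higher and from 116 to 162 lower against vehicle, and from 300 to 330 higher and from 108 to 134 lower against spironolactone.

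Without a fold change threshold, 2847 genes differed between aldosterone and vehicle. Their number was 4563 with the sample number as a replicate block, 4602 with libraries summed and the block, 916 summed without it, 17 with only sample number 1, 888 with only sample number 2, 4658 with the block and the added length correction, and from 1766 to 2246 over the fits that each left out a library.

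Between spironolactone and vehicle 0 genes were called (1251 at an unadjusted p under 0.05). With the sample number as a replicate block 2 were, *Spata25* and *Gm14794*, and with libraries summed and the block 1 was, *Gapdh*. With the block and the added length correction 3 were, *Spata25*, *Gm14794* and *Gm10123*. All of them were named after their values were seen.

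The interaction of sample number and aldosterone had 4 genes. It had 2 with a pseudocount of 0.5, 11 with a mean of at least 10, 11 with limma-voom, 15 with DESeq2, 12 with the added edgeR test, and 1 at an absolute log2 difference of at least 1, *Cdkn1c*.

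The distance of the spironolactone group on the first principal component was 3.76% of that of the aldosterone group, 9.93% with genes scaled to unit variance, and 1.81% with the 500 most variable genes, where the two-sided exact permutation p was 0.0857 in place of 0.0286. When the correlation between genes was estimated from the data, 0 gene sets were higher and 0 lower with aldosterone (84 at an unadjusted p under 0.05), in place of 79 and 108. Over the fits that each left out a library, from 62 to 79 sets were higher and from 99 to 130 lower.

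For 77 named genes, 1254 comparisons with alternatives were made. In 1193 the direction and the side of the threshold did not change, 31 fell short of the threshold, all on leaving out a library, 10 newly passed it and 20 reversed. The reversed log2 fold changes were of genes that did not pass the threshold. *Xist* was 0.20 with DESeq2. *Scnn1a* was -0.017 with DESeq2 and -0.017 with the added edgeR test. *Uty* was -0.006 with upper-quartile normalization. Over the fits that each left out a library, *Xist* ran from -0.72 to 0.153, *Ddx3y* from -0.237 to 0.008, *Gapdh* from -0.587 to 0.949, *Pgr* from -0.041 to 0.552, *Scnn1a* from -0.174 to 0.198, *Uty* from -0.058 to 0.05, *Myod1* from -0.788 to 0.183, *Myog* from -0.563 to 0.051 and *Pax7* from -0.74 to 0.

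Without a filter beyond 1 count, the genes tested are the same as without this alternative, so it cannot move a result. The interaction was not run without a library, since an arm would hold 1 library. The principal components on FPKM were not run. With 4 libraries per group, the exact test cannot give a p under 0.0286.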

Differences from the paper's values

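The log2 fold change of *Serpina3m* was 8.17 by limma on log2(value + 1), against 10.6 as the paper's value in its supplement. The gene was listed at 0 in every vehicle library, so the size of its fitted fold change follows the pseudocount. The log2 fold change was 9.17 at a pseudocount of 0.5, so the values are not counted as different. DESeq2 on the recovered reads gave 10.6.

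The counts of genes raised and lowered were 382 and 182 against the paper's 341 and 151, within the limit for a difference. DESeq2 on the recovered reads reached both of the paper's counts, and the fit without the aldosterone library of sample number 2 and biological replicate 1 reached 341 genes raised. With the sample number as a replicate block, 261 genes were lowered, and with libraries summed and the block 253 were, both over the limit for a difference from the paper's 151. The counts of genes lowered were also over it with 10 counts in every library, with libraries summed and no block, with only sample number 1 and with the test against a log2 fold change of 1, and those of genes raised with the same filter, with only sample number 1 and with the same test. Settings chosen after seeing the data were not set against this limit. Among them, the block with the length correction gave 297 lowered, farther from 151 than 261 is, and correlated plates gave 100.

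The paper places the gene sets of the extracellular matrix among those activated most by aldosterone. The sets tested here are Reactome sets and symbol lists and not those of the paper, so a difference may come from the sets. By camera, extracellular matrix organization had an FDR of 0.968, collagen formation 0.548 and the collagen genes 0.273. The preranked fgsea test called them, with an FDR of 0.066, 0.048 and 0.0564. The correction for gene length, chosen after seeing the values, called the collagen genes (FDR = 0.0683), and with the sample number as a replicate block in the same fit, also chosen after seeing the values, collagen formation (FDR = 0.0836) and the collagen genes (FDR = 0.0166). Against spironolactone, a comparison the paper does not report, camera called the collagen genes higher with aldosterone, with 28 of 44 genes higher (FDR = 0.0153, or 0.00055 with the block, and from 0.0139 to 0.186 when a library was left out), and collagen formation (FDR = 0.0934, or 0.016 with the block, and from 0.093 to 0.382 when a library was left out), but not extracellular matrix organization (FDR = 0.356, or 0.23 with the block). Between spironolactone and vehicle, extracellular matrix organization was lower with spironolactone (FDR = 0.043, or 0.00095 with the block). With the block only, so were the collagen genes (FDR = 0.157, or 0.000235 with the block) and collagen formation (FDR = 0.372, or 0.01 with the block). Leaving out a library gave extracellular matrix organization an FDR from 0.0222 to 0.657. With the length correction its FDR was 0.433, or 0.0496 with the block in the same fit. With the length correction and the block, the FDR was 0.0468 for the collagen genes and 0.282 for collagen formation. The score of the collagen genes differed from vehicle by -0.103 with spironolactone and by 0.046 with aldosterone, and the libraries overlapped in both. Within sample numbers 1 and 2, the difference was -0.101 and -0.105 with spironolactone, and 0.027 and 0.065 with aldosterone. Both aldosterone libraries of each sample number were above both spironolactone libraries of that number, though the groups overlapped across numbers.

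The paper states that gene sets of migration were suppressed. Semaphorin interactions, the set tested for migration, had an FDR of 0.786, and no setting called it lower. The paper states the same of inflammation. The chemokines were lower (FDR = 7.59e-06), while interferon signaling (FDR = 0.463) and signaling by interleukins (FDR = 0.247) were in the direction of higher expression. Signaling by interleukins passed in that direction with fgsea (FDR = 0.0722), with the length correction (FDR = 0.0545) and with it and the block (FDR = 0.0306), the last 2 chosen after seeing the values.

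The paper states that no gene changed between spironolactone and vehicle. At its fold change threshold 0 genes were called by limma (1251 at an unadjusted p under 0.05). DESeq2 called 0 at this threshold and 13 without it, the sample number as a replicate block called 2 and libraries summed with the block called 1. Adding the length correction to the block, chosen after seeing the values, called 3.

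The paper names *Cdkn1c* and *Fos* as members of activated gene sets. *Cdkn1c* was in 0 of the sets tested here, and of the 26 sets with *Fos* 0 passed (1 at an unadjusted p under 0.05), or 1 with the sample number as a replicate block. These are not the sets of the paper, so its statement was not tested.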

Other observations

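All tests in this part were chosen only after the result had been seen, and the patterns were found and tested on the same data, so each explanation is a hypothesis.

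Between aldosterone and vehicle, 1 of 18 splits of the libraries with 2 of each sample number per group gave as many genes raised, 1 of 18 as many lowered and 1 of 18 as many at an adjusted p of at most 0.05, in each case the real one, and every other split gave 0. The split by sample number gave 29 and 15. For gene sets, 1 of 18 splits gave as many as the 187 called, but another gave 152 and the split by sample number gave 222. With 18 splits the share cannot go under 0.05.

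Respiratory chain genes were higher with both treatments than with vehicle, by a median log2 fold change of 0.149 with aldosterone and 0.144 with spironolactone, over 101 genes. Between vehicle and the other 8 libraries, the score of these genes differed by -0.139 (two-sided exact permutation test, p = 0.0162). Both comparisons use the same vehicle libraries, so low values in these alone would give a rise with both treatments. This test cannot tell the cases apart. Among the splits, 6 of 18 gave a camera p as small for aldosterone and 2 of 18 for spironolactone. Gene length was tested with 10000 random lists matched on mean value and length, and the list lay at the 99.68 percentile for aldosterone and at the 100 percentile for spironolactone, the highest these lists can give. The matched lists had medians of 0.082 and 0.058, so gene length may account for part of the difference and not all of it. Library depth was tested as the relation of the score to log10 total reads within groups (Pearson's r = 0.646, permutation p = 0.0443, and Spearman's rho = 0.657, permutation p = 0.0453, over 12 libraries). Without the 2 libraries farthest from the median, r was 0.447. After this relation had been seen, the part of the spironolactone difference it predicts was computed, 0.018 of 0.138, which left 0.12. Depth may thus account for a small part. The splits leave open whether the remaining difference with either treatment alone is one between arbitrary groups of libraries, and with 18 splits their share cannot go under 0.05. For translation elongation, 3 of 18 splits gave a p as small for aldosterone against vehicle, where every aldosterone library was above every vehicle library (two-sided exact permutation test, p = 0.0286). The number was 8 of 18 for aldosterone against spironolactone and 1 of 18, the real one, for spironolactone against vehicle, where the libraries overlapped (p = 0.0571, same exact test). For the chemokines and for the set of their receptors, 3 of 18 splits gave a p as small against vehicle and 1 of 18, the real one, against spironolactone, where the score of the chemokines was -0.72 and every aldosterone library was below every spironolactone library (two-sided exact permutation test, p = 0.0286).

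Genes that responded to aldosterone shifted slightly the same way with spironolactone. Genes were chosen in one sample number and tested in the other, so that the chosen vehicle libraries were not shared, and the score of raised minus lowered genes was 0.166 (exact permutation test, two-sided p = 0.0556 and one-sided p = 0.0278, the smallest that 36 arrangements allow). Genes chosen in this way cannot owe their shift to selection on shared vehicle libraries, but with so few arrangements the shift cannot be told apart from chance at a two-sided p under 0.05. Among 10000 pairs of random lists matched on length and mean value, a share of 1e-04 had a score as large, the smallest share they can give. Carry-over of reads from aldosterone libraries was tested on raised genes with a mean of at least 50 normalized counts with aldosterone whose vehicle libraries all held 3 reads or fewer, whose median rise with spironolactone was 0.581% of the rise with aldosterone, against 1.44% in 247 other genes. With that minimum, the first value rests on 3 genes. Carry-over of a share of reads can lower a gene by no more than that share, and the genes lowered with aldosterone had median log2 fold changes of -0.11 and -0.10 with spironolactone, a larger fall than either share, so carry-over does not account for them. For the raised genes it cannot be told apart from a weak effect of spironolactone, which may be a candidate explanation.

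Of the paper's 492 genes, 453 (92.1%) were called here between aldosterone and vehicle and 365 (74.2%) between aldosterone and spironolactone. All 492 had the same direction in both. The list was called on the same libraries, so the overlap shows no stability.

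*Nr3c2*, which encodes MR, had 14.5 normalized counts with aldosterone and 37.5 with vehicle, a log2 fold change of -1.21 (adjusted p = 0.0853 from limma, or 0.00794 with the sample number as a replicate block, between 0.00794 and 0.336 over the alternatives run for single genes). The groups overlapped (two-sided exact permutation test, p = 0.0571).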
